# ZmEREB92 plays a negative role in seed germination by regulating ethylene signaling and starch mobilization in maize

**DOI:** 10.1371/journal.pgen.1011052

**Published:** 2023-11-17

**Authors:** Jingye Fu, Wenzheng Pei, Linqian He, Ben Ma, Chen Tang, Li Zhu, Liping Wang, Yuanyuan Zhong, Gang Chen, Qi Wang, Qiang Wang

## Abstract

Rapid and uniform seed germination is required for modern cropping system. Thus, it is important to optimize germination performance through breeding strategies in maize, in which identification for key regulators is needed. Here, we characterized an AP2/ERF transcription factor, ZmEREB92, as a negative regulator of seed germination in maize. Enhanced germination in *ereb92* mutants is contributed by elevated ethylene signaling and starch degradation. Consistently, an ethylene signaling gene *ZmEIL7* and an α-amylase gene *ZmAMYa2* are identified as direct targets repressed by ZmEREB92. *OsERF74*, the rice ortholog of *ZmEREB92*, shows conserved function in negatively regulating seed germination in rice. Importantly, this orthologous gene pair is likely experienced convergently selection during maize and rice domestication. Besides, mutation of *ZmEREB92* and *OsERF74* both lead to enhanced germination under cold condition, suggesting their regulation on seed germination might be coupled with temperature sensitivity. Collectively, our findings uncovered the ZmEREB92-mediated regulatory mechanism of seed germination in maize and provide breeding targets for maize and rice to optimize seed germination performance towards changing climates.

## Author summary

Seed germination is a crucial step for agricultural production, yet the regulatory mechanism in many crops remains unclear. We demonstrated that ZmEREB92 negatively regulates maize seed germination in a temperature-sensitive manner. In suitable condition, ZmEREB92 is transcriptionally inhibited during imbibition, thereby releasing the expression of *ZmEIL7* and *ZmAMYa2* to enhance ethylene signaling and starch degradation, which ensures timely germination. When the temperature is low, the expression of *ZmEREB92* is strongly induced after imbibition. The increased level of *ZmEREB92* directly represses the transcription of *ZmEIL7* and *ZmAMYa2* by binding to their promoters, leading to inhibited seed germination. The rice ortholog of *ZmEREB92*, *OsERF74*, is functionally conserved in controlling seed germination in rice, and this orthologous gene pair show evidences of selection during maize and rice domestication.

## Introduction

With the importance as food, feed and bioethanol, maize productivity requires to be improved to deal with the growing population and climate uncertainty [1,2]. Deficiency in seed germination leads to poor seedling establishment, consequently reducing the yield [3,4]. Since the cultivation area of maize expanded from tropics to temperate regions, the germination defects of maize occur more frequently due to the low temperature [5–7]. Thus, identification of key regulators in maize seed germination to optimize germination performance with breeding technologies will be beneficial for maize production.

Seed germination begins with imbibition and ends with radicle emergence, which depends on the expansion of embryo and the rupture of surrounding structures [8]. Like most cereal crops, maize seed possesses a massive starchy endosperm that serves as the principal storage organ, in which hydrolysis of starch by starch-degrading enzymes, particularly α-amylase, provides most growth energy [8–10]. It has been well-established for the central roles of gibberellin (GA) and abscisic acid (ABA) in precisely regulating seed germination, in which GA signaling promotes germination by countering the inhibition executed by ABA [11,12]. Besides, seed germination is also controlled by other phytohormones. For instance, in Arabidopsis, the JAZ proteins, repressors of jasmonic acid (JA) signaling, interacts with ABA-responsive ABI3 to mediate the synergistic inhibition of ABA and JA on seed germination [13]. Rice BZR1 transcription factor directly targets *RAmy3D* to enhance starch mobilization through brassinosteroid signaling during germination [14]. Ethylene, the gaseous phytohormone, also promotes seed germination, which involves the antagonistic effect with ABA signaling to boost dormancy release [12,15]. Ethylene insensitive mutants (*etr1*, *ein2*, and *ein6*) are hypersensitive to ABA with enhanced seed dormancy, whereas *eto1*, *eto3*, and *ctr1* mutants, which showed increased ethylene production, are desensitized to ABA and germinated stronger [16–18]. The APETALA2/Ethylene Responsive Factors (AP2/ERFs) play pivotal roles in regulating hormone-mediated seed germination. AtABI4 was found to up-regulate ABA catabolism genes but down-regulate GA biosynthesis genes in Arabidopsis, thereby leading to increased seed germination in *abi4* mutant [19,20]. In rice, OsAP2-39 negatively regulates seed germination by directly targeting to ABA biosynthesis gene *OsNCED9* and GA-inactivating gene *OsEUI* [21]. Nevertheless, the role of AP2/ERF transcription factors controlling seed germination in maize remains elusive.

Transcriptomics demonstrated a conspicuous enrichment of ethylene-related genes in addition to ABA/GA-related genes during seed germination in maize [22,23]. Moreover, quantitative trait loci (QTLs) controlling ethylene production were identified in a maize recombinant inbred line (RIL) mapping population constructed from two parental lines with different germination capability [24]. More recently, by genome-wide association study (GWAS) and transcriptomics, an ethylene-responsive transcription factor ZmMADS26 was identified to regulate seed germination in maize [25]. These findings strongly imply the action of ethylene in regulating maize seed germination.

With similar demands for synchronous germination in modern crop cultivation, seed dormancy and germination turns to be the traits that have experienced convergently selection during crop domestication [26,27]. The *Seed dormancy 4* (*Sdr4*) is the first domesticated gene identified in rice that controls seed dormancy [28]. The *G* gene possess conserved function in controlling seed dormancy and showed evidence of parallel selection during domestication in soybean, rice and tomato [29]. Here, we identified ZmEREB92 as a negative regulator in maize seed germination by directly repressing the transcription of an ethylene signaling gene, *ZmEIL7* and an α-amylase gene *ZmAMYa2*, thereby leading to enhanced embryo growth with elevated ethylene signaling and endosperm starch mobilization in *ereb92* mutants. A rice ortholog of *ZmEREB92* is identified as *OsERF74*, which shows conserved function in regulating rice seed germination. Both *ZmEREB92* and *OsERF74* might have undergone selection during domestication. Moreover, this orthologous gene pair also possess the capability to regulate seed germination under cold stress.

## Results

### ZmEREB92 negatively regulates seed germination in maize by affecting embryo growth during imbibition

ZmEREB92 has been reported to regulate maize terpenoid phytoalexins previously [30]. Here, we observed that the Crispr/Cas9-mediated knockout mutants of *ZmEREB92* we generated before exhibited stronger seed germination as well as seedling emergence than wild type KN5585 (Fig 1A–1G). Such superiority can be retained in seeds harvested from different cultivation areas (S1 Fig). Radicle emergence is known as the determinant event for seed germination, which is dependent on elongating of embryo and loosening of surrounding structures [31]. By observing the longitudinal section of imbibed seeds, we found that the percentage of embryo was markedly higher in *ereb92* mutants at 6, 24 and 36 hours after imbibition (HAI) compared to those of KN5585, while no difference was found in quiescent embryos at 0 HAI (Fig 1E and 1F). Besides, similar pericarp thickness and water absorption rates were detected in KN5585 and *ereb92* mutant seeds (S2 Fig), indicating that rather than hydrate-mediated embryo swelling, endogenous embryo growth potential might be the primary force to drive faster germination of *ereb92* mutants.

**Fig 1:**
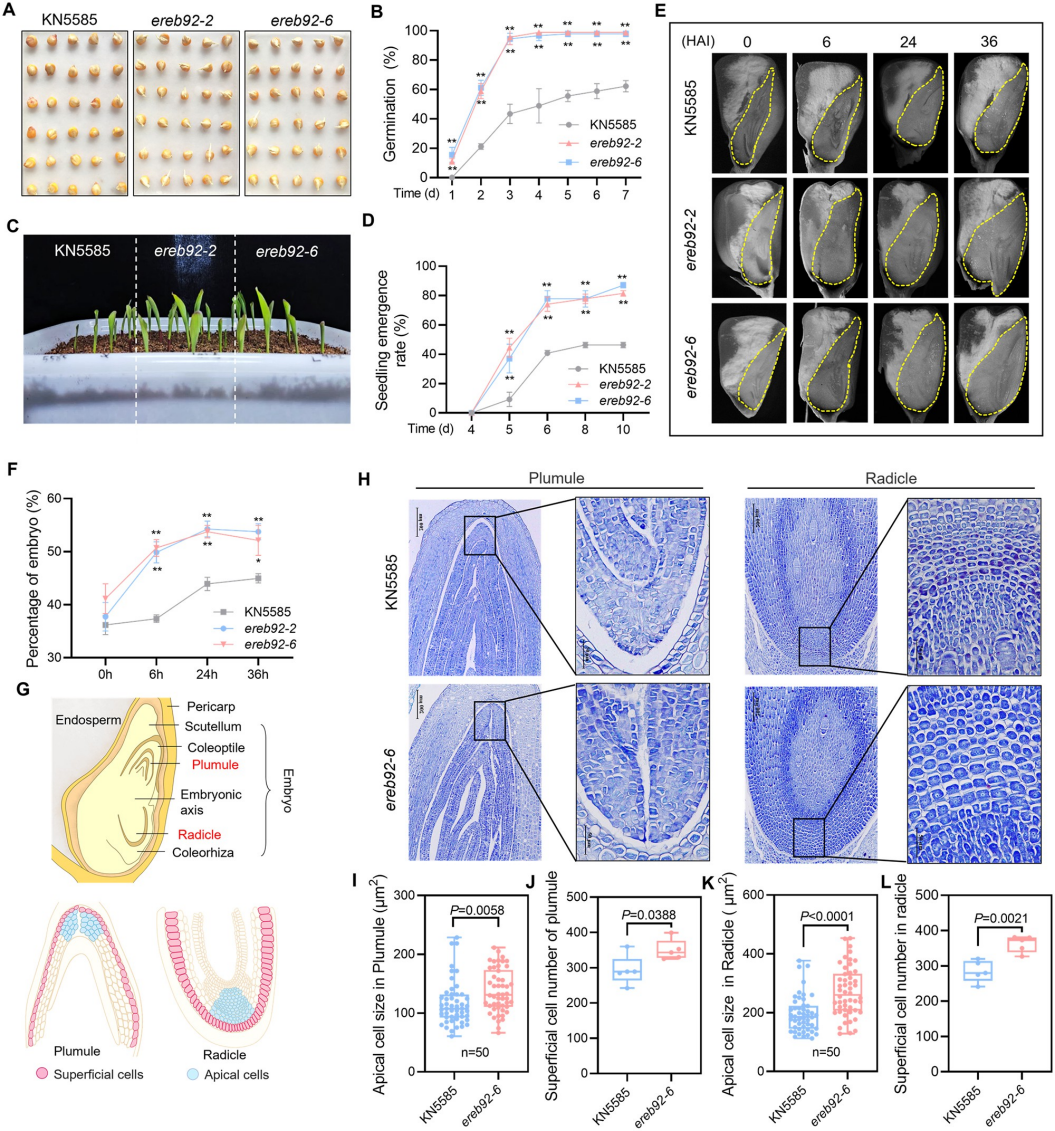
Loss-of-function of *ZmEREB92* enhanced seed germination in maize by promoting embryo growth during imbibition. (**A**) The germination performance for KN5585 and *ereb92* mutants (*ereb92-2* and *ereb92-6*) at 5 days after imbibition (DAI) on the filter paper infiltrated with sterile water. (**B**) The time-course germination of KN5585 and *ereb92* mutants for 1–7 DAI under normal condition. Error bars indicate mean ± SE (n = 3). (**C**) The phenotype of seedling emergence of KN5585 and ereb92 mutants after 10 days sowing in the soil. (**D**) The seedling emergence rates of KN5585 and *ereb92* mutants were counted at 4, 5, 6, 8, 10 days after sowing in the soil. Error bars indicate mean ± SE (n = 3). (**E**) The longitudinal section of KN5585 and *ereb92* mutant seeds at 0, 6, 24 and 36 HAI. The embryo region was marked with yellow dash line. (**F**) The percentage of embryo for KN5585 and *ereb92* mutant seeds at 0, 6, 24 and 36 HAI. The relative embryo proportion is calculated with the formula: Embryo area/ whole seed area *100%. The areas were calculated by ImageJ software. Error bars indicate mean ± SE (n = 5). (**B**, **D**, **F**) Asterisks indicate significant difference from the control (KN5585) at each time point (Two-way ANOVA followed by Tukey test, **P <0.01). (**G**) The schematic longitudinal view of the embryo structure in maize. (**H**) The histological sectioning and cytological analysis of the radicle and plumule region of KN5585 and *ereb92-6* seeds at 36 HAI. (**I**, **K**) The cell size in radicle (**I**) and plumule (**K**) of KN5585 and *ereb92-6* indictaed in (**G**), respectively. A total of 50 cells from three different sections of each line were counted. (**J**, **L**) The cell number of radicle and plumule of KN5585 and *ereb92-6* seeds indicated in (**G**). (**G-J**) The distribution of cell size is displayed by boxplot. Error bars indicates the value range and the box shows the medium and the upper and lower quartiles. The circles represent for individual datapoints of biological replicates in each line. Number marked for each data is the exact *P* value (Student’s *t*-test, *P<0.05, **P<0.01).

To dissect the mechanisms by which ZmEREB92 regulates embryo enlargement during imbibition, we investigated the number of superficial cells and size of the apical cells in both radicle and plumule of KN5585 and *ereb92-6* seeds at 36 HAI (Fig 1G and 1H). In radicle, the average size of apical cells of *ereb92* mutants was enlarged by 39.2% and the number of superficial cells also significantly increased by 27.2% compared with those of KN5585 (Fig 1I and 1J). Similar results were also observed in plumule cells with an increment of 18.1% in the size of the apical cells and 19.5% in number of superficial cells by mutation of *ZmEREB92* (Fig 1K and 1L). These results demonstrated that the enhanced embryo growth was contributed by both cell expansion and cell division.

### Transcriptomics reveal the role of ZmEREB92 in regulating hormone-related pathways in imbibed seeds

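RNA-seq was performed on whole seeds of the wild type KN5585 and of the *ereb92-6* mutant at 0 and 6 hours after imbibition (HAI), with 3 libraries in each of 4 groups: KN5585_0h, KN5585_6h, *ereb92*_0h and *ereb92*_6h. The authors aligned the reads to the B73 reference genome with Hisat2. They deposited the number of reads that featureCounts assigned to each gene, without normalization, for 55529 genes that include transcripts assembled by the authors. Between 12771663 and 15383586 reads per library were counted on genes. The totals ran from 13445201 to 14429842 in KN5585_0h (median 13897302), from 12791022 to 14943161 in KN5585_6h (median 13277817), from 14716650 to 15299334 in *ereb92*_0h (median 14751710) and from 12771663 to 15383586 in *ereb92*_6h (median 13787377). An abundance of 3 counts, taken as the smallest that the depth can show, equalled 0.235 counts per 1e+06 counts of the library (CPM) in the smallest library. This limit and the counts cover counting error only. The counts were normalized by the TMM method of edgeR, and genes with few counts were left out by its filterByExpr function. Each pair of groups was compared on its own 6 libraries by edgeR's quasi-likelihood test. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, the limits given in the paper's methods. Replicate libraries correlated across genes with a Pearson r of 0.827 to 0.948 on log2 CPM, and their differences were larger than counting error, with a chi-square per gene of 32.6 to 130. One KN5585_6h library, replicate 1, had counts on 23104 genes, against 27689 to 32080 in the other 11 libraries. *ZmEREB92* (Zm00001d000339), the gene mutated in *ereb92-6*, had 96, 25 and 27 counts in KN5585_0h, 205, 71 and 374 in KN5585_6h, and 126, 17 and 82 in *ereb92*_0h. It had 4146, 3115 and 895 counts in the libraries labelled *ereb92*_6h. In CPM, these were 4.29 ± 4.18, 16.9 ± 14.5, 4.75 ± 3.21 and 182 ± 113 (SD, n = 3). The log2 fold change in *ereb92*_6h vs KN5585_6h was 3.33 (SE 0.795, adjusted p = 0.104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 2.87 to 4.31 when each library was left out in turn. With DESeq2's Wald test in place of edgeR's, the same change passed the threshold. In simulated data with 200 changed genes at a dispersion of 0.3, DESeq2 called 26 unchanged genes beside 87 changed ones. There edgeR called 4 beside 49, so a pass by DESeq2 alone, here and below, is weaker evidence. The log2 fold change of *ZmEREB92* was 5.26 in *ereb92*_6h vs *ereb92*_0h (SE 0.763, adjusted p = 0.00537 by the same edgeR test), 2.00 in KN5585_6h vs KN5585_0h (SE 0.871) and 0.16 in *ereb92*_0h vs KN5585_0h (SE 0.806). The reference gene *ZmEF1a* (Zm00001d009870) had 273 ± 17.6, 319 ± 36.5, 330 ± 20.3 and 307 ± 9.86 CPM (SD, n = 3) in the same 4 groups.

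**Figure D1:**
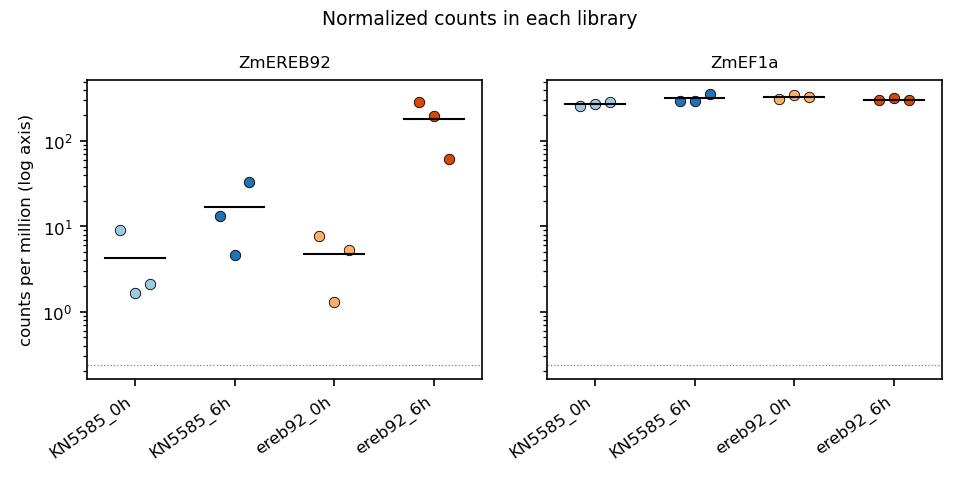
Normalized counts of *ZmEREB92* and the reference gene *ZmEF1a* in each of the 12 libraries, in CPM on a log axis. Points are libraries and bars are the means of 3; the dotted line is the abundance of 3 counts in the smallest library. The 3 libraries labelled *ereb92*_6h lie at 62.2 to 288 CPM of *ZmEREB92*, above the other 9 libraries, which reach 32.9.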

To understand the regulatory network of ZmEREB92, we employed RNA-seq using the seeds at 0 and 6 HAI of KN5585 and *ereb92-6* mutant (S1 Data). 

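The change from 0 to 6 HAI was tested within each genotype. Of 23575 genes tested in *ereb92*_6h vs *ereb92*_0h, 1385 were up-regulated and 25 were down-regulated at the adjusted p. In KN5585_6h vs KN5585_0h, 22282 genes were tested, of which 1 was up-regulated and 0 were down-regulated. That gene was the mitochondrial gene ZeamMp161, described as cox3 and named here after its value was seen, with a log2 fold change of 3.37 (SE 0.255, adjusted p = 0.0233 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 with the same fold change limit, 2593 genes were up-regulated and 208 were down-regulated in *ereb92*, and 230 and 273 in KN5585. The common dispersion between replicates, which bears on how large a change can be called, was 0.184 in the *ereb92* fit and 0.298 in the KN5585 fit. At a dispersion of 0.3, *ereb92*_6h vs KN5585_6h had 188 and 33 DEGs, so a dispersion of this size does not by itself prevent calls. It can lower their number: edgeR recovered 77.0% of changed genes in simulated data at a dispersion of 0.05 and 24.5% at 0.3. Lost power can thus be a part of the low count in KN5585. Of the 230 genes up-regulated in KN5585 at the unadjusted p, 134 were also among the 2593 of *ereb92*, and 14 of the 273 down-regulated genes were among the 208. A difference in the change between the genotypes was tested by an interaction term over all 12 libraries, and passed the threshold for 8 of 25567 genes, each with the larger increase in *ereb92* (0 genes with the replicate number as a block). The number in this direction was 2 with library size alone and 105 with no filter except 1 count. With DESeq2's Wald test it was 367, with 15 genes in the other direction. DESeq2's Wald test moved the KN5585 counts most, to 47 up-regulated and 35 down-regulated genes at the adjusted p. Libraries with the same replicate number deviated together in the *ereb92* groups (mean correlation of their deviations from the group means across genes 0.265), and with the replicate number as a block, 1524 genes were up-regulated and 49 were down-regulated in *ereb92*. For KN5585 the correlation was -0.00896, and with the block 0 genes were up-regulated or down-regulated (152 and 241 at the unadjusted p). Neither the labels nor the paper say what same-numbered libraries share. In simulated data at a dispersion of 0.3, the block lowered the changed genes recovered by edgeR from 49 to 35. A count of 0 with the block, here and below, may thus come in part from lost power.

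**Figure D2:**
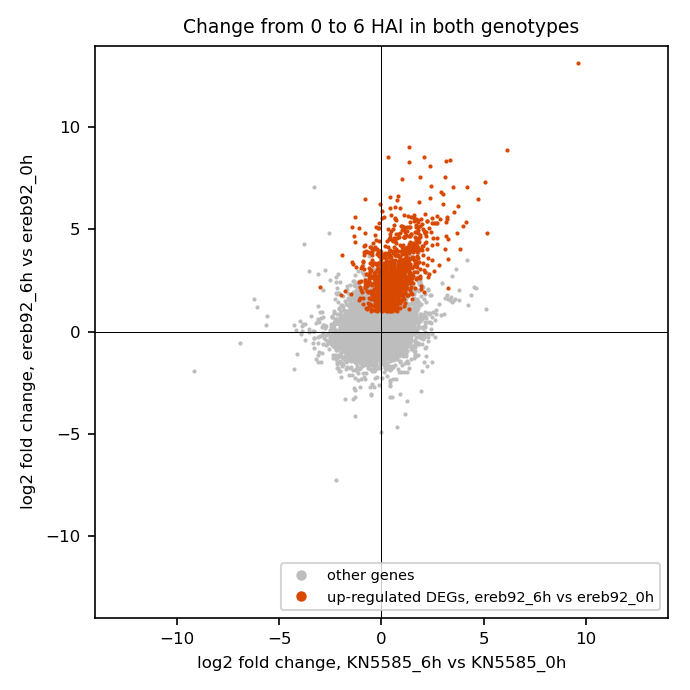
log2 fold changes from 0 to 6 HAI of the 21329 genes tested in both genotypes, KN5585 on the horizontal and *ereb92* on the vertical axis. Each point is a gene, and the orange points are the 1123 up-regulated DEGs of *ereb92*_6h vs *ereb92*_0h that were tested in both, with a median log2 fold change of 2.50 in *ereb92* and 0.48 in KN5585. These genes were selected by their change in *ereb92*, which raises the *ereb92* median.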

Compared to 0 HAI, more than a thousand of differentially expressed genes (DEGs) were detected at 6 HAI in both KN5585 and *ereb92* mutant seeds (Fig 2A). 

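At 6 HAI, 188 genes were higher and 33 were lower in the libraries labelled *ereb92*_6h than in KN5585_6h, among 23066 genes tested. Up-regulated genes made up 85.1% of these DEGs, and 98.2% of the DEGs of *ereb92*_6h vs *ereb92*_0h. At an unadjusted p under 0.05, 1918 genes were up-regulated and 689 were down-regulated in *ereb92*_6h vs KN5585_6h, an up-regulated share of 73.6%, and the share was 92.6% in *ereb92*_6h vs *ereb92*_0h. Of the 188 up-regulated genes, 135 were also up-regulated DEGs of *ereb92*_6h vs *ereb92*_0h, while 1 of the 33 down-regulated genes was shared. Both comparisons use the same *ereb92*_6h libraries, so overlap in the same direction can arise from these libraries alone, and it was not tested. The common dispersion was 0.3 in *ereb92*_6h vs KN5585_6h. With each library left out in turn, from 0 to 509 genes were up-regulated and from 0 to 63 were down-regulated in this comparison. There were 1393 up-regulated and 246 down-regulated genes with DESeq2's Wald test. With the replicate number as a block, 0 were up-regulated and 0 were down-regulated (1590 and 493 at the unadjusted p), where same-numbered libraries had a mean correlation of deviations of -0.0641. The up-regulated share of *ereb92*_6h vs KN5585_6h was not the same for genes of all lengths. At the unadjusted p it was 41.2% in the longest of 10 equal groups of genes, whose median length was 6845 bases, and 64.6% to 81.8% in the other 9. The largest increase in *ereb92*_6h vs KN5585_6h was that of DRE-binding protein3 (Zm00001d006169, chromosome 2, 200397718 to 200398512), which had 0 counts in all KN5585_6h libraries and was, taking 3 counts as the lower limit, at least 132-fold higher in *ereb92*_6h (adjusted p = 0.0242 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decrease was that of Zm00001d006010 (chromosome 2, 195228750 to 195230170), which was at least 157-fold lower (adjusted p = 0.0236 by the same edgeR test). Before imbibition, Zm00001d006010 had 773, 912 and 1029 counts in KN5585_0h and 3, 1 and 1327 in *ereb92*_0h. Its near absence was thus not limited to 6 HAI, and it differed between the *ereb92*_0h libraries. The formin-like gene Zm00001d034221 (chromosome 1, 287023471 to 287024778) was at least 1180-fold higher in *ereb92*_6h than in *ereb92*_0h (adjusted p = 3.11e-04 by the same edgeR test).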

Notably, the DEGs were mostly enriched in the up-regulated genes in comparison group of *ereb92*_6h vs KN5585_0h (3411 genes) and *ereb92*_6h vs *ereb92*_0h (3767 genes) (Fig 2A and 2B), suggesting that the release of suppression on downstream genes by *ZmEREB92* mutation might play a major role in facilitating seed germination. 

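The deposited table gives a description for each annotated gene but no GO or KEGG terms, so genes were grouped by words in the descriptions. Hormone-related genes were those described with gibberellin, abscisic, ABA, ethylene, auxin, IAA, brassino, cytokinin, jasmon or salicyl. Of the genes tested in *ereb92*_6h vs KN5585_6h, 18410 had a description, of which 262 were hormone-related, and 7 of these were among the 152 up-regulated DEGs with a description. The odds ratio was 3.41 (95% confidence interval 1.33 to 7.30, Fisher's exact test, p = 0.00615, adjusted p = 0.0082 by Benjamini-Hochberg over the 8 family tests). Over 0 HAI in *ereb92*, 39 of the 270 hormone-related genes were among the 1192 up-regulated DEGs with a description, from a background of 18642 genes. The odds ratio was 2.52 (95% confidence interval 1.74 to 3.57, Fisher's exact test, p = 1.81e-06, adjusted p = 3.62e-06 by Benjamini-Hochberg), and it was 2.54 with the replicate number as a block. Fisher's exact test takes genes as independent, which genes of one pathway are not. The families tested here and below follow terms that the paper reports as enriched in the same libraries. Their p-values are therefore no independent evidence for the paper's enrichment. With the replicate number as a block, no gene was up-regulated in *ereb92*_6h vs KN5585_6h at the adjusted p, and the odds ratio of that comparison has no value.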

Further GO and KEGG analysis of these up-regulated DEGs were all revealed a significant enrichment in hormone-related pathways (Fig 2C and 2D, S3A and S3B Fig, S1 and S2 Tables). Besides, other pathways including cell wall biogenesis, carbohydrate metabolism, UDP-glycosyltransferase activity and MAPK signaling were also enriched (Fig 2C and 2D, S3A and S3B Fig, S1 and S2 Tables). 

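The descriptions were also searched for words of cell wall genes (such as cellulose synthase, xyloglucan, expansin and pectin), of glycosyltransferases, and of MAPK signaling (MAP kinases, WRKY, calmodulin and respiratory burst oxidase). In *ereb92*_6h vs *ereb92*_0h, 45 of 210 cell wall genes, 43 of 211 glycosyltransferase genes and 39 of 200 MAPK signaling genes were up-regulated DEGs. The odds ratios by Fisher's exact test were 4.11 (95% confidence interval 2.87 to 5.78, p = 4.62e-13), 3.85 (2.67 to 5.44, p = 8.98e-12) and 3.63 (2.48 to 5.21, p = 3.29e-10). Adjusted over the 8 tests by Benjamini-Hochberg, these p-values were 3.70e-12, 3.59e-11 and 8.77e-10. The adjustment does not cover the paper's choice of these terms, which was made on the same libraries. With the replicate number as a block the odds ratios were 4.12, 3.55 and 3.15. Against KN5585_6h, 7 of 209 cell wall genes were up-regulated DEGs, with an odds ratio of 4.31 (95% confidence interval 1.68 to 9.28, Fisher's exact test, p = 0.00178, adjusted p = 0.00285 by Benjamini-Hochberg). For glycosyltransferases, 2 of 208 genes were DEGs (odds ratio 1.17, Fisher's exact test, p = 0.691) and for MAPK signaling 2 of 203 (odds ratio 1.20, Fisher's exact test, p = 0.685). For genes up-regulated at the unadjusted p, these odds ratios were 2.82 (Fisher's exact test, p = 7.95e-08) and 2.23 (Fisher's exact test, p = 9.75e-05), and for the up-regulated DEGs of DESeq2 they were 2.64 (Fisher's exact test, p = 1.03e-05) and 1.54 (Fisher's exact test, p = 0.1).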

Together, these results strongly imply the role of hormone signaling in ZmEREB92-mediated seed germination.

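S3 Table of the paper lists 35 GA, ABA, ethylene, BR and auxin related genes, of which 33 had enough counts to be tested in both comparisons. Of the 33, 30 were higher and 3 were lower in *ereb92*_6h vs KN5585_6h, and in *ereb92*_6h vs *ereb92*_0h, 29 were higher and 4 were lower; these numbers were the same with 4 other scalings of the libraries. At a p adjusted over all genes tested, 3 and 18 genes passed as up-regulated and 0 as down-regulated in either comparison. At the unadjusted p, 25 and 26 were up-regulated, and 3 and 0 were down-regulated. Adjusted over the list alone, 24 were up-regulated and 3 were down-regulated in *ereb92*_6h vs KN5585_6h, and 26 were up-regulated in *ereb92*_6h vs *ereb92*_0h. The list holds genes that the authors picked as DEGs from the same libraries, so the adjustment over the list alone shows no stability. With the replicate number as a block, 19 genes were up-regulated in *ereb92*_6h vs *ereb92*_0h and 0 in *ereb92*_6h vs KN5585_6h (mean correlations of same-numbered libraries 0.265 and -0.0641). DESeq2's Wald test gave 25 and 23 in the same order. In *ereb92*_6h vs KN5585_6h, 14 passed with 1 fit on all samples and 11 with no filter except 1 count. In KN5585_6h vs KN5585_0h, 24 of the genes could be tested, of which 15 were higher and 0 passed at the adjusted p (1 at the unadjusted p). In the paper's reasoning, the excess of up-regulated genes in *ereb92* seeds might come from the release of a suppression by ZmEREB92, and the GO and KEGG terms of these genes point to hormones. Taking its results together, the paper holds a role of hormone signaling in the germination mediated by ZmEREB92 to be strongly implied.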

**Fig 2:**
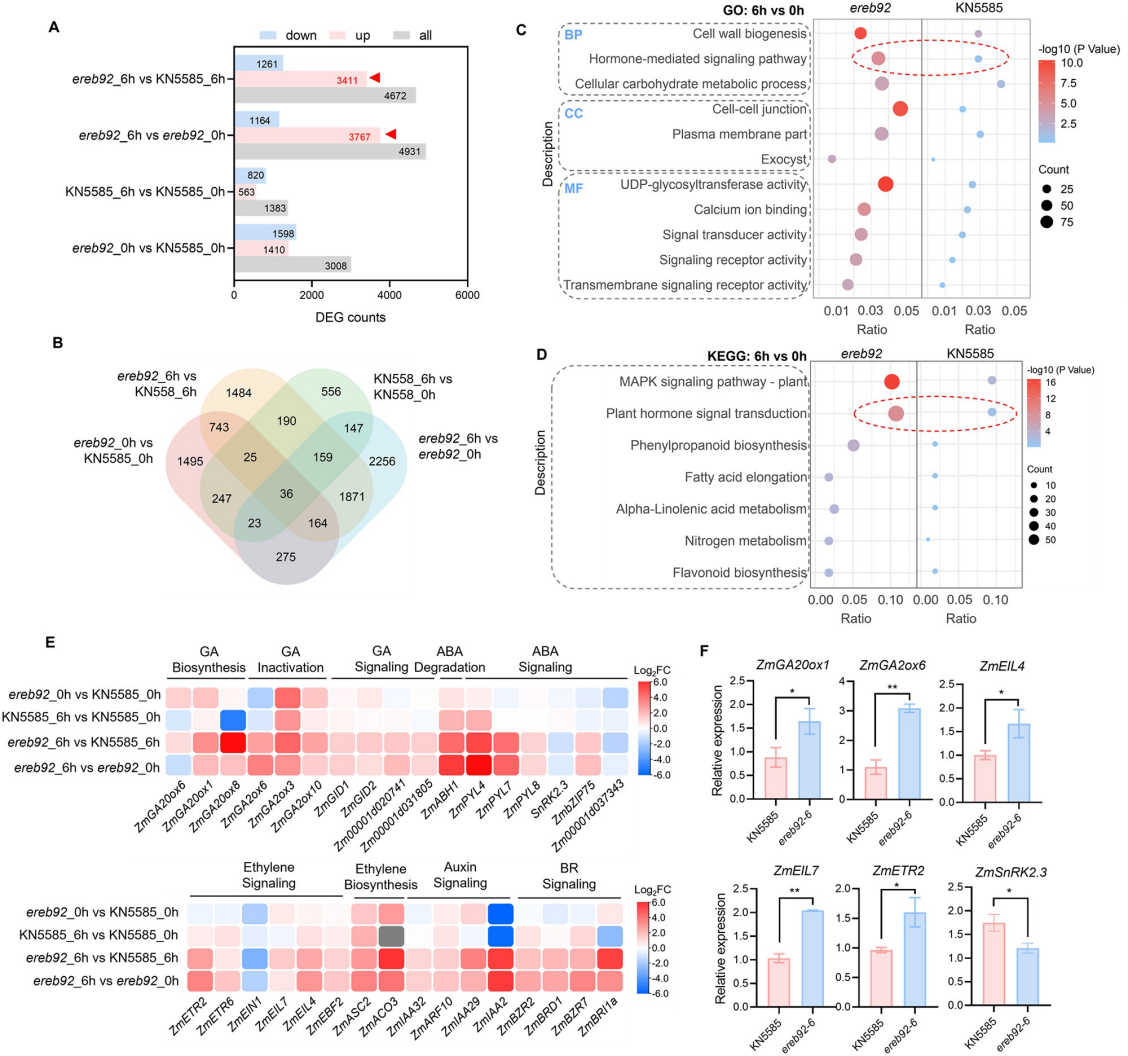
Transcriptomic profile reveals the role of ZmEREB92 in regulating hormone-related pathways. (**A**, **B**) A and B, Number of DEGs (Log_2_ (|FC|) ≥1, *P*<0.05) (**A**) and the Venn diagram shows the number of overlapped DEGs (**B**) in the comparison groups of *ereb92*_6h vs KN5585_6h, *ereb92*_6h vs *ereb92*_0h, KN5585_6h vs KN5585_0h and *ereb92*_6h vs KN5585_6h. Three independent experiments were performed for each sample at each time point. (**C**, **D**) GO (**C**) and KEGG (**D**) analysis of the DEGs in the comparison groups of *ereb92*_6h vs *ereb92*_0h and KN5585_6h vs KN5585_0h. (**E**) The heatmap shows the log_2_FC (Fold change) of differentially expressed hormone-related genes in the comparison groups of *ereb92*_6h vs *ereb92*_0h or *ereb92*_6h vs KN5585_6h. (**F**) qPCR analysis for several selected hormone-related genes in seeds of *ere92* mutant and KN5585 at 6 HAI. Error bars indicate mean ± SE (n = 4). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of KN5585. Asterisks indicate significant difference (Student’s *t*-test, *P<0.05, **P<0.01).

We thus analyzed the hormone-related DEGs in *ereb92*_6h vs *ereb92*_0h or *ereb92*_6h vs KN5585_6h (Fig 2E and S3 Table). 

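Of the GA biosynthesis genes, *ZmGA20ox1* (Zm00001d034898) had 0.31 ± 0.29 CPM in KN5585_6h, 0.79 ± 1.1 in *ereb92*_0h and 3.11 ± 2.16 in the libraries labelled *ereb92*_6h (SD, n = 3). Its log2 fold change was 3.21 in *ereb92*_6h vs KN5585_6h (SE 1.24, adjusted p = 0.278) and 2.00 in *ereb92*_6h vs *ereb92*_0h (SE 1.06, adjusted p = 0.382), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ZmGA20ox8* (Zm00001d049926) had no counts in KN5585_6h and was at least 6.91-fold higher in *ereb92*_6h (edgeR adjusted p = 0.096), and its log2 fold change over 0 HAI was 1.81 (SE 0.653, edgeR adjusted p = 0.18). *ZmGA20ox6* (Zm00001d032223) had 2.31 ± 1.84, 11.1 ± 7.59 and 4.74 ± 2.10 CPM in KN5585_6h, *ereb92*_0h and *ereb92*_6h (SD, n = 3). It changed by 0.95 on the log2 scale in *ereb92*_6h vs KN5585_6h (SE 0.919, edgeR adjusted p = 0.674) and by -1.21 in *ereb92*_6h vs *ereb92*_0h (SE 0.542, edgeR adjusted p = 0.291), with overlap between the libraries of the groups in both cases. Of the GA inactivation genes, *ZmGA2ox6* (Zm00001d037724, chromosome 6, 135240118 to 135243717) had 5.72 ± 0.68 CPM in KN5585_6h, 2.96 ± 1.36 in *ereb92*_0h and 39.2 ± 24.9 in *ereb92*_6h (SD, n = 3). Its log2 fold changes were 2.69 (SE 0.462, adjusted p = 0.0459) and 3.73 (SE 0.538, adjusted p = 0.0052) by edgeR's test. When each library was left out in turn, the adjusted p of *ZmGA2ox6* from edgeR ran from 0.0444 to 0.199 in *ereb92*_6h vs KN5585_6h, and stayed under 0.05 in 1 of the 6 fits. *ZmGA2ox3* (Zm00001d043411) was at least 10.2-fold higher than in KN5585_6h (edgeR adjusted p = 0.151) and rose by 3.21 on the log2 scale over 0 HAI (SE 0.794, edgeR adjusted p = 0.0516). *ZmGA2ox10* (Zm00001d012712) rose by 2.58 (SE 1.30) and 1.50 (SE 0.988), with edgeR adjusted p of 0.39 and 0.495. With DESeq2's Wald test, *ZmGA20ox8* and *ZmGA2ox3* also passed in *ereb92*_6h vs KN5585_6h, and *ZmGA2ox3* in *ereb92*_6h vs *ereb92*_0h.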

Among them, GA biosynthesis and inactivation genes were both up-regulated in *ereb92*_6h compared to *ereb92*_0h or KN5585_6h (Fig 2E). Such increased expression pattern was also detected for several GA signaling genes, including GA receptor genes *ZmGID1* and *ZmGID2* (Fig 2E), suggesting a more active GA metabolism and signaling in imbibed *ereb92* mutant seeds. 

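*ZmGID1* (Zm00001d038165, chromosome 6, 150159091 to 150161690) had 40.3 ± 18.2 CPM in KN5585_6h, 39.1 ± 3.32 in *ereb92*_0h and 107 ± 24.1 in the libraries labelled *ereb92*_6h (SD, n = 3). Its log2 fold change was 1.33 in *ereb92*_6h vs KN5585_6h (SE 0.379, adjusted p = 0.156) and 1.46 in *ereb92*_6h vs *ereb92*_0h (SE 0.225, adjusted p = 0.00716) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The latter stayed under 0.05 in all 6 fits that left out a library. In KN5585_6h vs KN5585_0h, *ZmGID1* changed by 0.27 (SE 0.350). *ZmGID2* (Zm00001d010308, chromosome 8, 108952820 to 108955164) had 15.4 ± 6.10, 22.0 ± 6.10 and 44.5 ± 17.8 CPM in the same order (SD, n = 3). Its log2 fold changes were 1.45 (SE 0.424, adjusted p = 0.166) and 1.03 (SE 0.350, adjusted p = 0.159) by the same edgeR test. Every *ereb92*_6h library had more *ZmGID1* and *ZmGID2* than every KN5585_6h library, which chance alone gives to 5% of genes in a given direction with 3 libraries against 3. Both genes passed the threshold in *ereb92*_6h vs KN5585_6h with DESeq2's Wald test.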

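*ZmABH1* (Zm00001d017762, chromosome 5, 206138068 to 206140902), described as abscisic acid 8'-hydroxylase1, had 59, 27 and 34 counts in KN5585_6h, 17, 8 and 26 in *ereb92*_0h, and 1290, 777 and 624 in the libraries labelled *ereb92*_6h. These equalled 2.85 ± 1.05, 1.11 ± 0.54 and 60.5 ± 25.3 CPM (SD, n = 3). The log2 fold change was 4.32 in *ereb92*_6h vs KN5585_6h (SE 0.44, adjusted p = 0.0197) and 5.76 in *ereb92*_6h vs *ereb92*_0h (SE 0.473, adjusted p = 6.46e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both differences were larger than the spread between replicates. With each library left out in turn the log2 fold changes ran from 3.99 to 4.59 and from 5.36 to 6.17. The edgeR adjusted p of *ereb92*_6h vs KN5585_6h was under 0.05 in 3 of these 6 fits and reached 0.126. Over 0 HAI in KN5585, *ZmABH1* rose by 2.15 (SE 0.778, adjusted p = 0.999 by edgeR's quasi-likelihood test). The rise was larger in *ereb92* by 3.60 on the log2 scale (SE 0.673, adjusted p = 0.087 for the interaction term of edgeR's quasi-likelihood test).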

Besides, the expression of *ZmABH1*, the ABA catabolic gene, was largely increased in *ereb92*_6h compared to *ereb92*_0h or KN5585_6h (Fig 2E). 

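The ABA receptor gene *ZmPYL4* (Zm00001d038436, chromosome 6, 157247855 to 157248457) had 1.29 ± 0.86 CPM in KN5585_6h, 0.38 ± 0.47 in *ereb92*_0h and 55.3 ± 39.9 in the libraries labelled *ereb92*_6h (SD, n = 3). Its log2 fold changes were 5.31 in *ereb92*_6h vs KN5585_6h (SE 0.693, adjusted p = 0.0242) and 7.12 in *ereb92*_6h vs *ereb92*_0h (SE 0.931, adjusted p = 0.0033) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ZmPYL7* (Zm00001d028793) rose by 4.14 (SE 1.24, adjusted p = 0.174) and 4.54 (SE 1.05, adjusted p = 0.0397), and *ZmPYL8* (Zm00001d010445) by 1.24 (SE 0.326, adjusted p = 0.13) and 1.24 (SE 0.306, adjusted p = 0.0539) in the same comparisons and by the same edgeR test. *ZmPYL7* and *ZmPYL8* passed in *ereb92*_6h vs KN5585_6h with DESeq2's Wald test. In the authors' deposited DESeq2 values, *ZmbZIP75* had an adjusted p of 0.00329 in this comparison, and *ZmPYL8* had 0.00479 in *ereb92*_6h vs *ereb92*_0h. For *ZmSnRK2.3* the deposited DESeq2 values were 0.0668 and 0.172 in these 2 comparisons. *ZmPYL8* passed in *ereb92*_6h vs *ereb92*_0h with the replicate number as a block, with a log2 fold change of 1.17. The bZIP gene *ZmbZIP75* (Zm00001d012296) rose by 1.55 (SE 0.37, edgeR adjusted p = 0.105) and 1.86 (SE 0.307, edgeR adjusted p = 0.00982). All 15 *PP2C* genes of S3 Table could be tested. In each of the comparisons *ereb92*_6h vs KN5585_6h and *ereb92*_6h vs *ereb92*_0h, 5 of them were higher and 10 were lower. Their log2 fold changes ran from -2.00 to 0.68 (median -0.345) and from -0.79 to 1.29 (median -0.185). With other scalings of the libraries, the number of higher *PP2C* genes stayed at 5 in *ereb92*_6h vs KN5585_6h and ran from 3 to 6 in *ereb92*_6h vs *ereb92*_0h. At the adjusted p, 0 *PP2C* genes passed in either direction, and at the unadjusted p 1 was down-regulated in the former comparison and 1 up-regulated in the latter. *ZmSnRK2.3* (Zm00001d029975) had 25.6 ± 4.47 CPM in KN5585_6h, 19.8 ± 1.77 in *ereb92*_0h and 12.1 ± 1.84 in *ereb92*_6h (SD, n = 3). It changed by -1.15 (SE 0.292, edgeR adjusted p = 0.121) and -0.70 (SE 0.237, edgeR adjusted p = 0.154), and every *ereb92*_6h library was below every library of the other 2 groups.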

Three *PYL* genes (ABA receptor genes) and a set of *PP2C* genes, the negative regulator of ABA signaling, were also showed increased abundance, while ABA signaling gene *ZmSnRK2*.*3* was slightly down-regulated (Fig 2E and S3C Fig). Besides, multiple ethylene, auxin and brassinosteroid (BR) related genes were also up-regulated except for *ZmEIN1* (Fig 2E and S3C Fig), suggesting these pathways might contribute to the enhanced germination in *ereb92* mutant, too. 

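Among the ethylene related genes, the receptor gene *ZmETR2* (Zm00001d025050) had 23.8 ± 8.54 CPM in KN5585_6h, 14.6 ± 3.86 in *ereb92*_0h and 166 ± 108 in the libraries labelled *ereb92*_6h (SD, n = 3). Its log2 fold changes were 2.71 in *ereb92*_6h vs KN5585_6h (SE 0.544, adjusted p = 0.0727) and 3.51 in *ereb92*_6h vs *ereb92*_0h (SE 0.519, adjusted p = 0.00583) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ZmEIL4* (Zm00001d020939) rose by 2.38 (SE 0.602, adjusted p = 0.121) and 3.02 (SE 0.386, adjusted p = 0.00307), and *ZmEBF2* (Zm00001d015778) by 1.22 (SE 0.302, adjusted p = 0.115) and 1.60 (SE 0.292, adjusted p = 0.0153) by the same edgeR test. *ZmETR6* changed by 0.62 and 1.70, and *ZmASC2* by 2.87 and 3.56, with edgeR adjusted p of 0.0929 and 0.096 over 0 HAI. The *ZmETR6* libraries of *ereb92*_6h (5.51 to 15.4 CPM) overlapped those of KN5585_6h (5.03 to 7.65 CPM). In *ereb92*_6h vs KN5585_6h, the authors' deposited DESeq2 adjusted p was 0.632 for *ZmETR6* and 0.0995 for *ZmASC2*. *ZmACO3* had too few counts to be tested and was at least 5.95-fold higher than in KN5585_6h. *ZmEIN1* (Zm00001d033625) changed by -1.68 (SE 0.405, adjusted p = 0.107) and -0.94 (SE 0.302, adjusted p = 0.137) by edgeR's test, with every *ereb92*_6h library below every library of the other group. The latter change of *ZmEIN1* and that of *ZmETR6* had an adjusted p under 0.05 with the replicate number as a block, at -0.94 and 1.63. Before imbibition, *ZmEIN1* was already at 24.0 to 41.6 CPM in *ereb92*_0h against 44.4 to 103 in KN5585_0h (deposited DESeq2 adjusted p = 0.158). At 8726 bases, *ZmEIN1* is also among the longest genes, where the up-regulated share of *ereb92*_6h vs KN5585_6h was 41.2% at the unadjusted p. Among the BR related genes, *ZmBRI1a* (Zm00001d011721) rose by 5.35 (SE 1.30, edgeR adjusted p = 0.105) and 3.26 (SE 0.461, edgeR adjusted p = 0.00466), and *ZmBRD1* by 2.02 and 2.59, the latter with an edgeR adjusted p of 0.0215. Among the auxin related genes, *ZmARF10* (Zm00001d042267) rose by 1.36 (SE 0.316, edgeR adjusted p = 0.0977) and 1.69 (SE 0.252, edgeR adjusted p = 0.0061). *ZmIAA32* rose by 1.13 and 1.34 and *ZmIAA29* by 3.50 and 2.27, with edgeR adjusted p of 0.0172 and 0.0799 over 0 HAI. *ZmIAA2* was not tested, and was at least 2.40-fold and 2.77-fold higher. With DESeq2's Wald test, *ZmETR2*, *ZmEIN1*, *ZmEIL4*, *ZmEBF2*, *ZmBRI1a*, *ZmIAA32*, *ZmARF10* and *ZmIAA29* passed in *ereb92*_6h vs KN5585_6h. Over 0 HAI, the authors' deposited DESeq2 adjusted p was 0.0165 for *ZmETR6*, 0.00202 for *ZmASC2* and 0.0296 for *ZmIAA29*. It was 0.0786 for *ZmEIN1* and 0.0521 for *ZmIAA2*. For *ZmACO3*, left out by edgeR's filter, it was 0.0206 in *ereb92*_6h vs KN5585_6h and 0.0472 over 0 HAI.

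**Figure D3:**
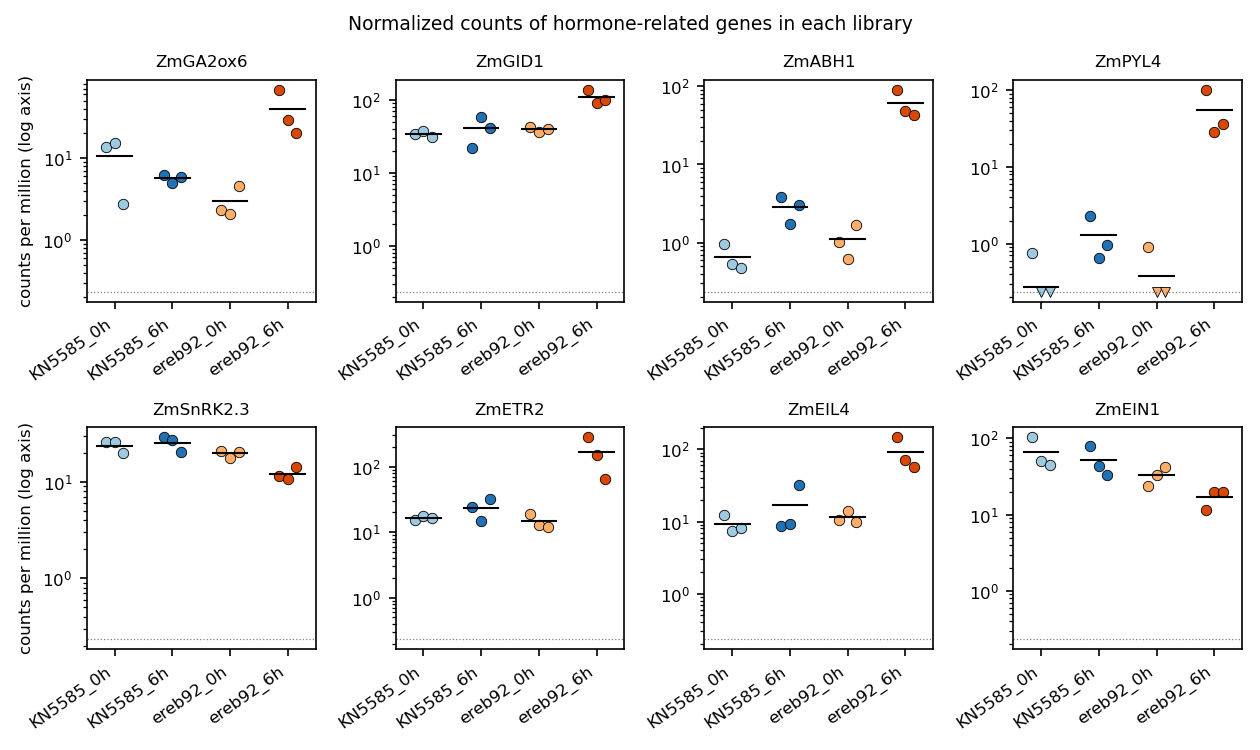
Normalized counts of 8 hormone-related genes in each of the 12 libraries, in CPM on a log axis. Points are libraries, bars are the means of 3, and triangles on the dotted line are libraries below 3 counts at the depth of the smallest library. In *ereb92*_6h, *ZmETR2* reaches 64.8 to 280 CPM, while *ZmEIN1* lies at 11.5 to 20.0.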

Further q-PCR analysis confirmed our RNA-seq results, in which *ZmGA20ox1*, *ZmGA2ox6*, *ZmEIL4*, *ZmEIL7* and *ZmETR2* were up-regulated in *ereb92* mutant at 6 HAI compared to those of KN5585, while *ZmSnRK2*.*3* expression was reduced (Fig 2F).

The AP2/ERF family members are known to bind the GCC-box in target gene promoters [32]. We next performed *cis*-element enrichment analysis to investigate whether ZmEREB92-triggered transcriptomic changes are mainly dependent on the GCC-box. We divided the datasets from KN5585_6h vs 0h (S1) and *ereb92*_6h vs 0h (S2) into three groups, including all differentially expressed genes (ADEG), up-regulated genes (URG) and down-regulated genes (DRG) (S4A Fig). Non-differentially expressed genes (NDEG) were also analyzed as the negative control. We firstly scanned the promoters (1.5 kb upstream of ATG) of ADEG, URG and DRG in S2 and calculated the percentage of genes in each group that contains a certain Transcription factor binding site (TFBS) in their promoters. The TOP10 enriched TF families were shown and we found that in the ADEG group, only TALE was enriched higher than NDEG (S4B Fig). For the URG group, the ERF, TALE and LBD displayed higher enrichment than NDEG, among which ERF accounts for the highest proportion (S4C Fig). However, in the DRG group, no TF family showed higher percentage than NDEG (S4D Fig). We further analyzed the genes that are presented in S2 but not in S1 (S2-S1) and got similar results (S4E–S4G Fig). Together, we suggested that the GCC-box might have the major effect in transcriptional up-regulation rather than down-regulation in the *ereb92* mutant during imbibition.

### Ethylene signaling plays a major role to drive seed germination in *ereb92* mutants

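The hormone-related genes of S3 Table were counted by hormone. In *ereb92*_6h vs *ereb92*_0h, 3 of 10 GA related genes, 5 of 8 ABA related genes, 3 of 7 tested ethylene related genes, 4 of 4 BR related genes and 3 of 4 tested auxin related genes were up-regulated at the adjusted p of edgeR. Against KN5585_6h, 1 GA related gene and 2 ABA related genes passed, and 0 ethylene, BR or auxin related genes did; at the unadjusted p, 6 GA, 6 ABA, 5 ethylene, 4 BR and 4 auxin related genes were up-regulated. The median log2 fold change in *ereb92*_6h vs KN5585_6h was 2.07 for the GA, 2.32 for the ABA, 1.45 for the ethylene, 2.08 for the BR and 1.92 for the auxin related genes. These lists are of different lengths and were picked by the authors, and no test of one hormone against another was made.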

Our RNA-seq data revealed that differentially expressed hormone-related genes were mostly enriched in GA, ABA and ethylene pathways (Fig 2), we next asked which hormone plays the main role. By applying hormone or corresponding inhibitor treatments, we firstly found that ABA application inhibited the germination of both KN5585 and *ereb92* mutants, but the disparity between them was still large (Fig 3A and 3B). As with ABA treatment, the paclobutrazol (PAC) treatment, which inhibits GA biosynthesis, also resulted in similar trends (Fig 3A and 3B). Notably, application of 1-Methylcyclopropene (1-MCP), the competitive inhibitor of ethylene receptor, almost eliminated the difference between KN5585 and *ereb92* mutants (Fig 3A and 3B), indicating a more important role for ethylene-related pathway. These results were also supported by *p*-value analysis (S5 Fig). However, the content of ethylene precursor 1-aminocyclopropanecarboxylic acid (ACC) in *ereb92-6* seemed slightly lower than that in KN5585 at 36 HAI. These results implicated that it might be ethylene signaling rather than ethylene biosynthesis that acts in ZmEREB92-regulated seed germination. Meanwhile, GA accumulation and ABA degradation were more intensive in *ereb92-6* mutant than KN5585 during imbibition, resulting in a significant reduction of ABA/GA ratio (Fig 3C and S6 Fig).

**Fig 3:**
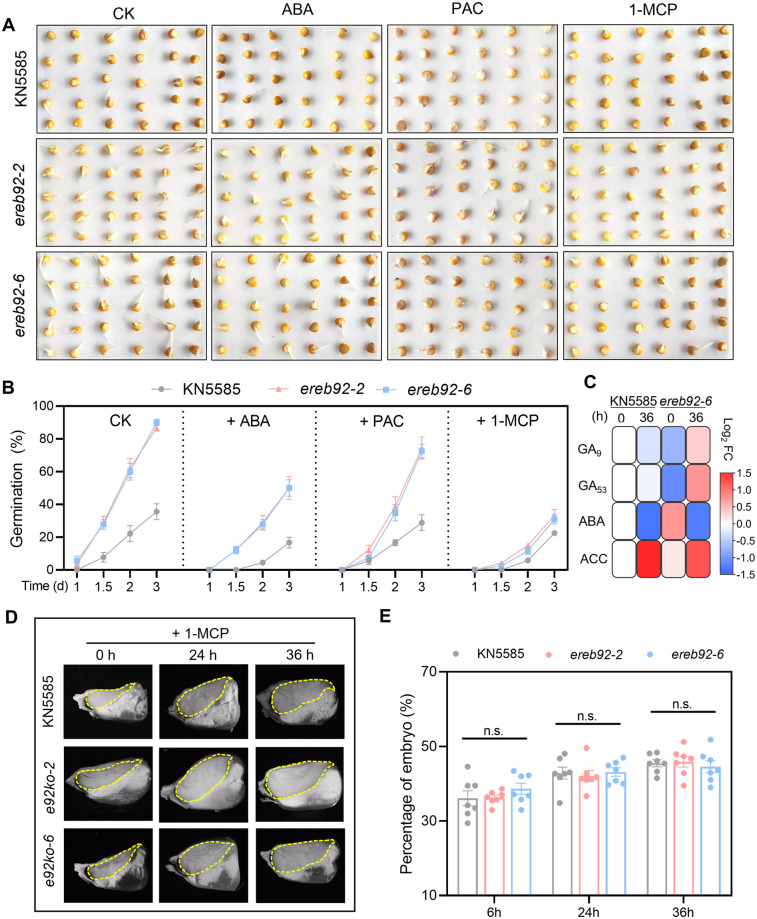
Ethylene signaling plays a major to promote seed germination in *ereb92* mutants. (**A**) The germination performance at the for KN5585 and *ereb92* mutants at 3 DAI under normal condition (CK), 50 μM ABA treatment, 100 mg/L Paclobutrazol (PAC, inhibitor of GA biosynthesis) treatment and 200 mg/L 1-Methylcyclopropene (1-MCP, inhibitor of ET receptor). (**B**) The germination rate of KN5585 and *ereb92* mutants counted at 1, 1.5, 2 and 3 DAI under the treatments described in (A). Error bars indicate mean ± SE (n = 4). (**C**) The heatmap showed the Log_2_FC of the hormone level relative to KN5585_0h. (**D**) The longitudinal section of the seeds of KN5585 and *ereb92* mutants at 0, 24 and 36 HAI under 1-MCP treatment. Embryo region was sketched with yellow dash line. (**E**) The percentage of embryo for seeds of KN5585 and *ereb92* mutant at 0, 24 and 36 HAI under 1-MCP treatment. The relative embryo proportion is calculated by ImageJ software. The circles are represented for individual datapoints of biological replicates in each line. Error bars indicate mean ± SE (n = 7). n. s. indicates no significant difference using one-way ANOVA followed by Tukey tests (*P*>0.05).

We then performed ethephon (ETH) and 1-MCP treatment on seeds of maize inbred line Mo17 to clarify the action of ethylene signaling in maize seed germination. Results showed that although ETH treatment only slightly elevated the germination rate at 2 HAI, 1-MCP treatment continuously inhibited seed germination (S7A and S7B Fig). The embryo proportion was also increased by ETH but decreased by 1-MCP treatment at 36 HAI (S7C and S7D Fig). These findings confirmed that ethylene signaling played a positive role in regulating maize seed germination. Similarly, 1-MCP treatment compromised the embryo enlargement in *ereb92* mutants after imbibition (Fig 3D and 3E). We also investigated whether the expression of *ZmEREB92* could be affected by exogenous ethephon (ETH) or 1-MCP treatment during imbibition. The results showed that *ZmEREB92* was significantly down-regulated by ETH at 24HAI but strongly induced by the 1-MCP at 12 and 24 HAI (S7E and S7F Fig). Altogether, we demonstrated that ZmEREB92 regulated seed germination by affecting the embryo growth, which might be dominantly mediated by ethylene signaling.

### ZmEREB92 directly represses the expression of *ZmEIL7*

Among those up-regulated ethylene-related genes in our RNA-seq data, the promoter of *ZmEIL7* contains most abundant GCC-boxes (S8A Fig). 

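*ZmEIL7* (Zm00001d003451, chromosome 2, 44789073 to 44790671) had 516, 1437 and 1518 counts in KN5585_6h, 1364, 3033 and 2071 in *ereb92*_0h, and 3761, 4041 and 3368 in the libraries labelled *ereb92*_6h. These equalled 86.5 ± 50.3, 149 ± 75.4 and 250 ± 13.8 CPM (SD, n = 3). The log2 fold change of *ZmEIL7* was 1.45 in *ereb92*_6h vs KN5585_6h (SE 0.468, adjusted p = 0.205) and 0.75 in *ereb92*_6h vs *ereb92*_0h (SE 0.349, adjusted p = 0.316) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The unadjusted p-values from edgeR were 0.0147 and 0.0633. Every *ereb92*_6h library was above every library of the other groups, and the log2 fold change over KN5585_6h ran from 1.05 to 1.96 when each library was left out in turn. With DESeq2's Wald test, *ZmEIL7* passed the threshold in *ereb92*_6h vs KN5585_6h. That test called more unchanged genes than edgeR's in simulated data at the dispersion of this comparison.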

To verify whether *ZmEIL7* is a target gene of ZmEREB92, the 1500 bp fragment upstream the start codon was amplified and subjected to a dual-luciferase (LUC) reporter (DLR) assay (S8B Fig). In line with the increased expression of *ZmEIL7* in *ereb92* mutant, *ZmEIL7* promoter activity was significantly decreased in the presence of ZmEREB92 (Fig 4A). Such suppression was released by deleting the GCC-box enriched region in the promoter (*proEIL7-P1*) or retain only 794 bp upstream fragment (*proEIL7-P2*) (Fig 4A), suggesting that the GCC-box enriched region might be the site regulated by ZmEREB92. Yeast-one-hybrid (Y1H) assays were conducted subsequently to reveal the direct binding of ZmEREB92 to *ZmEIL7* promoter containing the GCC-box enriched region (Fig 4B). Further EMSA confirmed that the GCC-box enriched region (-1235 to -1194 bp) served as the binding site for ZmEREB92 (Fig 4C). ZmEREB92 was found to lack trans-activation activity in our previous work [30]. Sequence analysis showed that ZmEREB92 contains two EAR motifs at C terminus (Fig 4D), which confer the repression activity by interacting with co-repressors, such as TOPLESS protein [33]. Mutation of either EAR motif-1 or -2 was insufficient to affect *proZmEIL7* activity, while double mutations of both EAR-motifs resulted in a complete loss of suppression on *ZmEIL7* promoter (Fig 4D), indicating that the transcriptional repression of ZmEREB92 on *ZmEIL7* depends on both EAR motifs. Besides, the mutation of EAR-motifs did not impair the binding of ZmEREB92 to *ZmEIL7* promoter (Fig 4B).

**Fig 4:**
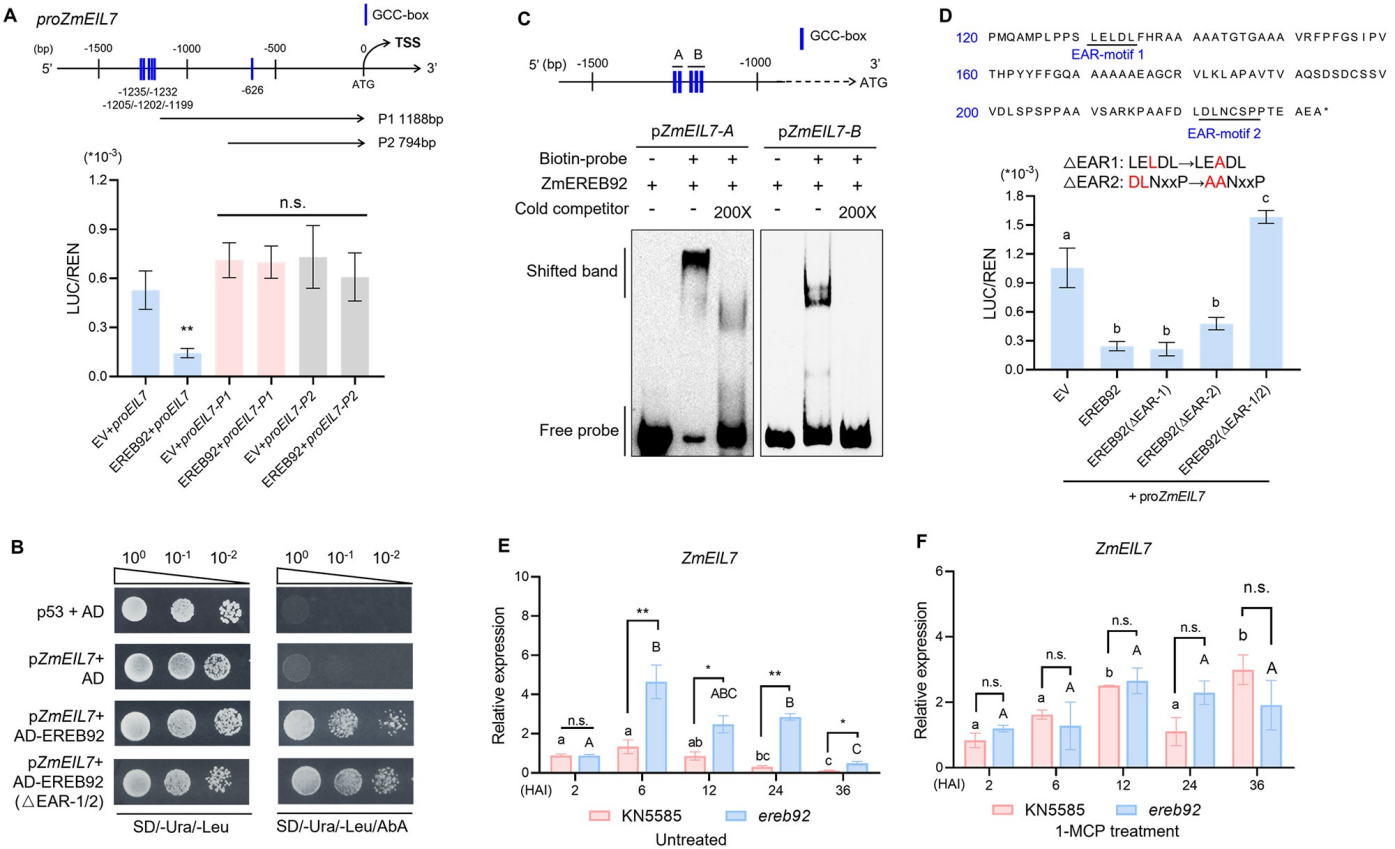
ZmEREB92 inhibits the transcription of *ZmEIL7* by directly binds to the G-boxes in *ZmEIL7* promoter. (**A**) Dual-Luciferase Reporter (DLR) assays in maize protoplast showing that ZmEREB92 negatively regulated *ZmEIL7* transcription through the -1188 to -1500 bp region upstream to the start codon. The different promoter region of *ZmEIL7* were co-transformed with empty vector (EV) or *ZmEREB92*. p35S-REN was used as the internal control. Error bars indicate mean ± SE (n = 3). Asterisks indicate significant difference (Student’s *t*-test, **P<0.01). (**B**) The repression of ZmEREB92 on *ZmEIL7* transcription was dependent on two EAR-motif at C terminus. The EAR-motif was indicated by black line. Single or double mutations of two EAR-motifs (ΔEAR-1, ΔEAR-2 and ΔEAR-1/2) in ZmEREB92 were generated and co-transformed with *ZmEIL7* promoter, respectively. Error bars indicate mean ± SE (n = 3). Different lowercase letters represent significant differences (one-way ANOVA followed by Tukey tests, *P*<0.05). (**C**) Yeast one hybrid assays suggest the direct binding of ZmEREB92 to ZmEIL7 promoter. The promoter of *ZmEIL7* was co-transformed with AD-ERBE92 or AD-EREB92(ΔEAR1/2) and grown on selective medium (SD/-Ura/-Leu/AbA). AbA, Aureobasidin, 400 ng·mL^-1^. Empty pGADT7 vector (AD) was also co-transformed as the negative control. (**D**) EMSA to show the direct binding of ZmEREB92 to the GCC-boxes in *ZmEIL7* promoter. Two fragments containing GCC-boxes in *ZmEIL7* promoter were labeled with biotin and incubated with ZmERBE92 purified recombinant proteins. 200-fold excess of unlabeled probes were used for competition. (**E**, **F**) The expression pattern of ZmEIL7 in KN5585 and *ereb92-6* mutant at 2, 6, 12, 24 and 36 HAI under control (**E**) and 1-MCP treatment (**F**). Error bars indicate mean ± SE (n = 3). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of 2 HAI of KN5585. Different lowercases or majuscules represent significant difference in KN5585 or *ereb92-6* mutant, respectively (one-way ANOVA followed by Tukey tests, *P*<0.05). Asterisks indicate significant difference between KN5585 and *ereb92-6* mutant at each time point (Student’s *t*-test, **P<0.01, n.s. no significant difference).

Expression analysis revealed that *ZmEIL7* expressed steadily within 12 HAI and decreased from 24 to 36 HAI in KN5585. In contrast, it was increased from 6 to 24 HAI in *ereb92-6*, both of which were significantly higher than those in KN5585 (Fig 4E), but decreased at 36 HAI. However, under 1-MCP treatment, not only the induction of *ZmEIL7* in *ereb92* mutant was abolished, but also the difference between KN5585 and *ereb92* mutant was eliminated (Fig 4F). Phylogenetic tree of all EIL members in maize, rice and Arabidopsis showed that ZmEIL7 has a closest relationship with rice OsEIL6 (S9A Fig), and several GCC-boxes were also found in the promoter of *OsEIL6* (S10B Fig), but its function remains unclear. Together, we illustrated that ZmEREB92 directly binds to the GCC-box enriched region of *ZmEIL7* promoter to suppress its expression, such inhibition is dependent on two EAR motifs at C-terminus of ZmEREB92.

### α-amylase contributes to ethylene-mediated germination in *ereb92* mutants by accelerating starch mobilization

With findings that the *ereb92* mutants possess more active embryo after imbibition (Fig 1C and 1D), we are curious whether this growth potential is derived from embryo itself. To answer this question, we performed germination assay using separated embryos without endosperm. Both KN5585 and *ereb92-6* mutant seeds germinated rapidly with an identical germination tendency (Fig 5A and 5B), suggesting that the growth potential might also contributed by endosperm. Starch degradation in starchy endosperm is known to provide carbohydrate and energy for seed germination and early growth [8]. Indeed, the α-amylase activities of *ereb92* mutants were significantly higher than that of KN5585 (Fig 5C). Two amylase genes, *ZmAMYa2* and *ZmAMYb5* were identified as DEGs from our RNA-seq data (S3C Fig). 

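*ZmAMYa2* (Zm00001d031794, chromosome 1, 202093618 to 202095506) had 374, 49 and 45 counts in KN5585_6h, 135, 183 and 129 in *ereb92*_0h, and 280, 817 and 227 in the libraries labelled *ereb92*_6h. In CPM, these were 10.5 ± 12.0, 10.2 ± 3.28 and 28.8 ± 19.4 (SD, n = 3). Its log2 fold change was 1.39 in *ereb92*_6h vs KN5585_6h (SE 0.821, adjusted p = 0.469) and 1.51 in *ereb92*_6h vs *ereb92*_0h (SE 0.467, adjusted p = 0.121) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The first KN5585_6h library lay within the range of the *ereb92*_6h libraries, and the log2 fold change over KN5585_6h ran from 0.69 to 2.93 when each library was left out in turn. With the replicate number as a block, *ZmAMYa2* passed in *ereb92*_6h vs *ereb92*_0h with a log2 fold change of 1.36. *ZmAMYb5* (Zm00001d021702, chromosome 7, 160752742 to 160758067) had 2.10 ± 1.46, 2.06 ± 0.53 and 6.26 ± 2.91 CPM in the same order (SD, n = 3). Its log2 fold changes were 1.49 (SE 0.665, adjusted p = 0.342) and 1.62 (SE 0.473, adjusted p = 0.1) by the same edgeR test. With DESeq2's Wald test, both genes passed in *ereb92*_6h vs *ereb92*_0h and neither in *ereb92*_6h vs KN5585_6h.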

Among them, the promoter of *ZmAMYa2* contains an array of five GCC-boxes while *ZmAMYb5* contains none (S10A Fig). Further q-PCR assays confirmed that the expression of *ZmAMYa2* was higher in *ereb92* mutant seeds at 6 HAI (Fig 5D).

**Fig 5:**
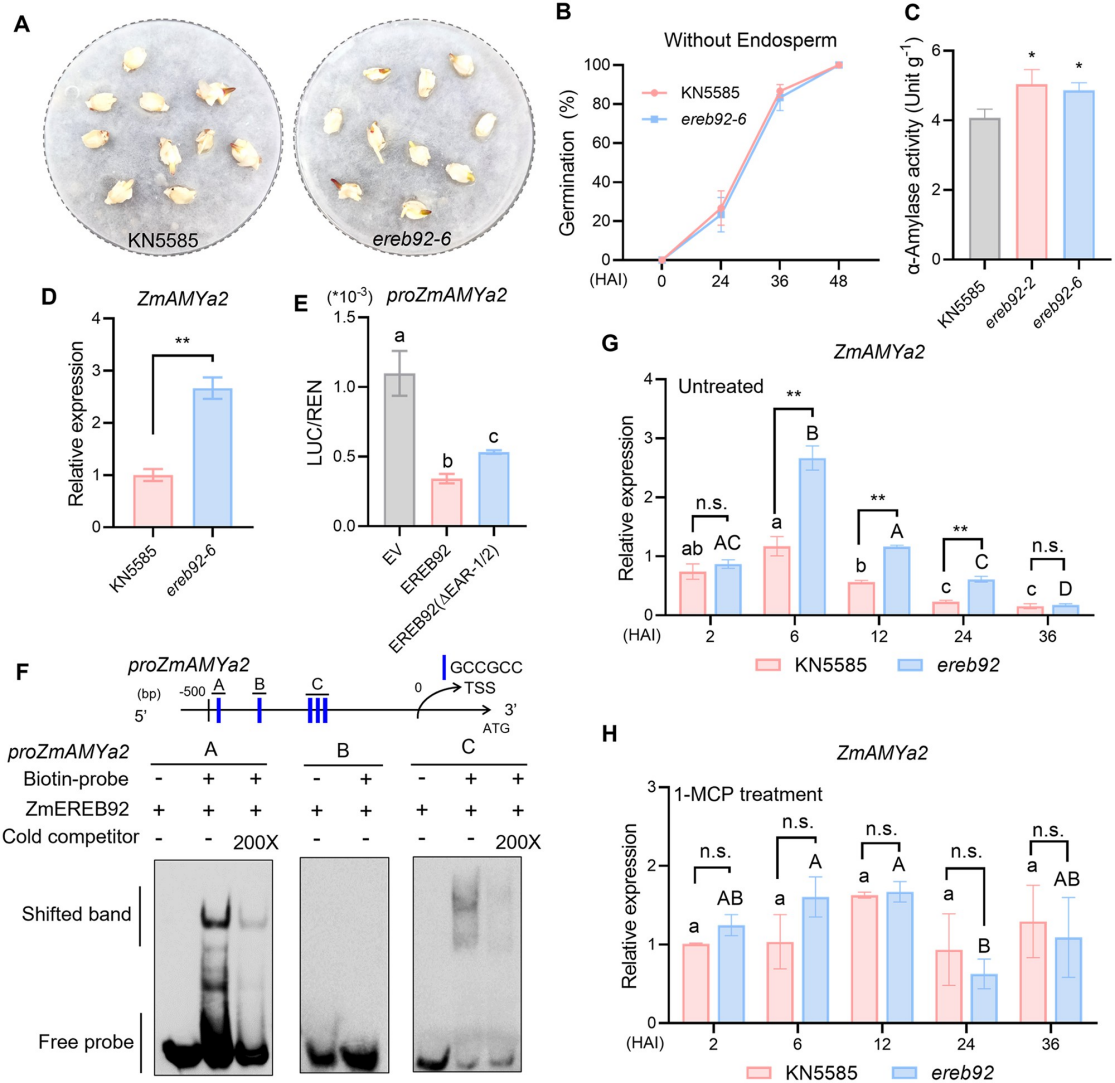
ZmEREB92 directly inhibit *ZmAMYa2* transcription and resulted in accelerated starch mobilization in imbibed seeds of *ereb92* mutants. (**A**) The germination performance at 24 HAI using separated embryos of KN5585 and *ereb92-6* mutant. (**B**) The germination rate at 0, 24, 36 and 48 HAI of KN5585 and *ereb92-6* mutant using separated embryos. Error bars indicate mean ± SE (n = 3). (**C**) α-amylase activity in KN5585 and *ereb92* mutants at 24 HAI. Error bars indicate mean ± SE (n = 7). Asterisks indicate significant difference (Student’s *t*-test, *P<0.05). (**D**) The relative expression of *ZmAMYa2* in *ereb92-6* mutant and KN5585 at 6 HAI. Error bars indicate mean ± SE (n = 3). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of KN5585. Asterisks indicate significant difference (Student’s *t*-test, **P<0.01). (**E**) DLR assays in maize protoplast showing that ZmEREB92 negatively regulated *ZmAMYa2* transcription and such repression was partially dependent on two EAR-motifs. The promoter of *ZmAMYa2* were co-transformed with EV, ZmEREB92 or ZmEREB92(ΔEAR1/2), respectively. p35S-REN was used as the internal control. Error bars indicate mean ± SE (n = 3). Different lowercases indicate significant difference (one-way ANOVA followed by Tukey tests, *P*<0.05). (**F**) EMSA to show the direct binding of ZmEREB92 to the GCC-boxes in A and C fragments of *ZmAMYa2* promoter. Three fragments containing GCC-boxes in *ZmAMYa2* promoter were labeled with biotin and incubated with ZmERBE92. 200-fold excess of unlabeled probes were used for competition. (**G**, **H**) The expression pattern of *ZmAMYa2* in KN5585 and *ereb92-6* at 2, 6, 12, 24 and 36 HAI under control (**G**) and 1-MCP treatment (**H**). Error bars indicate mean ± SE (n = 3). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of 2 HAI of KN5585. Different lowercases or majuscules represent significant difference in KN5585 or *ereb92-6* mutant, respectively (one-way ANOVA followed by Tukey tests, *P*<0.05). Asterisks indicate significant difference between KN5585 and *ereb92-6* mutant at each time point (Student’s *t*-test, **P<0.01, n.s. no significant difference).

Subsequent DLR assays demonstrated that *proZmAMYa2* activity was inhibited by the presentation of ZmEREB92 (Fig 5E). However, the double mutations of two EAR-motifs in ZmEREB92 only partially rescued the activity of *proZmAMYa2* (Fig 5E), suggesting involvement of other repressors. The EMSA results further established that ZmEREB92 directly binds to the A and C regions of *proZmAMYa2* (Fig 5F). By q-PCR analysis, we found that *ZmAMYa2* shared a similar expression pattern with *ZmEIL7*. Phylogenetic analysis showed ZmAMYa2 is closely related to RAmy3D in rice (S9B Fig), which has a positive role in seed germination by facilitating starch degradation in rice [14]. A series of GCC-boxes were also enriched in the promoter of *RAmy3D* (S10B Fig), suggesting similar regulation of this gene by ERF transcription factors. Together, ZmEREB92 also regulates the starch mobilization during imbibition to affect seed germination, which is possibly mediated by the direct repression of ZmEREB92 on *ZmAMYa2* expression.

### Rice ortholog of ZmEREB92 is functionally conserved in regulating seed germination

Among all ERF VIII subgroup members in maize, rice and Arabidopsis, ZmEREB92 is phylogenetically closest to rice OsERF74 (S11 Fig). Syntenic analysis confirmed that *OsERF74* is the ortholog of *ZmEREB92* in rice (Fig 6A). Phylogenetic tree of *ZmEREB92* and its other orthologs from major cereals and Arabidopsis also clustered ZmEREB92 and OsERF74 into one branch (Fig 6B). *ZmEREB92* showed a maximum expression in embryo during kernel maturation, while *OsERF74* expressed highest in reproduction organs, followed by endosperm during seed development (S12 Fig). To test whether OsERF74 exerts similar functions as ZmEREB92, we generated the Crispr/Cas9-mediated knockout mutants of *OsERE74* (S13 Fig). Two independent mutant lines were obtained and showed enhanced seed germination performance (Fig 6C and 6D). A genome-wide scan for genes that underwent convergent selection in rice and maize domestication identified *OsERF74* as a selected gene on chromosome 5 [34]. Consistent with this, the nucleotide diversity of *OsERF74* promoter region was strikingly reduced in *Oryza sativa ssp*. *japonica* (hereafter, *japonica*) compared to wild rice *Oryza rufipogon* (hereafter, *rufipogon*), while genomic region of *OsERF74* showed an increased diversity in *Oryza sativa ssp*. *indica* (hereafter, *indica*) (Fig 6E). *ZmEREB92* was skipped in previous studies because it was not assembled in *B73 RefGen_v4* (S14 Fig and S4 Table). 

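In the deposited RNA-seq table, which uses gene models of the B73 reference genome that the reads were aligned to, *ZmEREB92* is listed as Zm00001d000339. It lies on the unplaced contig B73V4_ctg23 from 49432 to 50133 on the plus strand, and not on any of the 10 chromosomes. Its gene model is 702 bases long and is described as ethylene-responsive transcription factor 4. In FPKM as the authors deposited it, *ZmEREB92* was at 6.04 ± 5.90 in KN5585_0h, 24.1 ± 20.5 in KN5585_6h, 6.61 ± 4.47 in *ereb92*_0h and 257 ± 162 in the libraries labelled *ereb92*_6h (SD, n = 3).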

We analyzed the nucleotide diversity across *ZmEREB92* locus using a small maize and teosinte panel based on the public genome assembled by *B73 RefGen_v5*. As with *OsERF74*, similar loss of nucleotide diversity was detected in the promoter region of *ZmEREB92* (Fig 6F).

**Fig 6:**
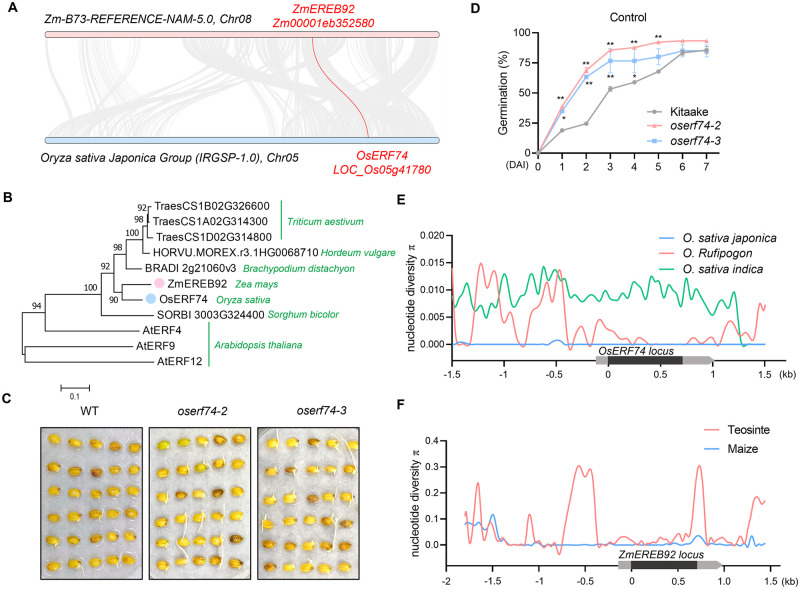
Rice ortholog of *ZmEREB92* negatively regulates seed germination and underwent selection during rice domestication. (**A**) Syntenic analysis of *ZmEREB92* and *OsERF74* from maize chromosome 8 (*B73 RefGen_v5*, pink) and rice chromosome 5 (Nipponbare IRGSP-1.0, light blue), respectively. (**B**) Phylogenetic analysis of ZmEREB92 and its orthologs in major cereal crops and Arabidopsis using neighbor-joining method. The numbers shown next to the branches indicate bootstrap values from 1000 replicates. (**C**) The germination performance of Kitaake and *Oserf74* mutants at 3 DAI under normal condition (25 °C). (**D**) Time-course seed germination rate from 0–7 DAI for Kitaake and *Oserf74* mutants under normal condition. Error bars indicate mean ± SE (n = 3). Asterisks indicate significant difference from the control (Kitaake) at each time point (Two-way ANOVA followed by Tukey test, *P <0.05, **P <0.01). (**E**) Nucleotide diversity across the *OsERF74* locus among *O*. *sativa japonica* (blue), *O*. *sativa indica* (green) and *O*. *Rufipogon* (pink). The genomic region of *OsERF74* is shown at the X axis. (**F**) Nucleotide diversity across the *ZmEREB92* locus among maize (blue) and teosinte (pink). The genomic region of *ZmEREB92* is shown at the X axis.

We next profiled the expression levels of *ZmEREB92* and *OsERF74* in different maize and rice subspecies using the public high-throughput transcriptome datasets. The results revealed that *ZmEREB92* is significantly down-regulated in maize compare to those in teosinte (S15A Fig) [35]. Additional analysis in 368 maize inbred lines showed that the temperate maize lines tend to have lower expression level of *ZmEREB92* than tropical maize lines (S15B Fig) [36]. Besides, no difference was found between the stiff stalk (SS) and non-stiff stalk (NSS) heterotic groups of temperate maize (S15B Fig), suggesting that we should utilize other germplasm resources such as tropical/subtropical lines to explore the potential excellent alleles of *ZmEREB92* for breeding programs. In rice, *OsERF74* showed a lower expression in *temperate japonica* than those in *rufipogon*, *indica* and *tropical japonica* (S15C Fig) [37]. Using other transcriptomic datasets for *indica* and *japonica*, we found that *OsERF74* displayed higher expression in *indica* compare with *japonica* (S15D Fig) [38,39], among which *indica* are usually distributed in tropical regions while *japonica* are mainly grown in temperate regions [40]. Such pattern is similar with the expression divergence of *ZmEREB92* in temperate and tropical maize (S15B Fig). Our results suggest that the orthologous gene pair *ZmEREB92/OsERF74* might have experienced convergently selection during maize and rice domestication with conserved function in seed germination control and show similar expression divergence.

### ZmEREB92 and OsERF74 conservatively regulate the sensitivity to temperature during seed germination

Temperature is an essential environmental signal that sensed by seed to determine germination [41]. Previous studies revealed that both *ZmEREB92* and *OsERF74* could be induced by cold [42,43]. 

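S3 Table of the paper lists 32 cold-related genes, of which 30 could be tested at 6 HAI. Of these, 28 were higher in *ereb92*_6h than in KN5585_6h and 2 were lower, with a median log2 fold change of 2.29, and 8 were up-regulated at the edgeR adjusted p over all genes tested. In *ereb92*_6h vs *ereb92*_0h, 27 were higher and 3 were lower, and 23 were up-regulated (25 with the replicate number as a block). Adjusted over the list alone, which the authors picked from the same libraries, 24 and 26 were up-regulated. No cold-related gene was down-regulated at the adjusted or the unadjusted p in either comparison. The count in *ereb92*_6h vs KN5585_6h was 24 with DESeq2's Wald test and 0 with the replicate number as a block (mean correlation of same-numbered libraries -0.0641). The 10 *CESA* and cellulose synthase-like genes were all higher in *ereb92*_6h vs KN5585_6h, and 5 passed at the adjusted p. All 7 *DREB* genes were higher, with 2 past it, as were all 11 tested *CIPK* genes, with 1 past it; these directions were the same with 4 other scalings. *ZmCESA6* (Zm00001d034770, chromosome 1, 301722755 to 301728981) had 23.3 ± 4.35 CPM in KN5585_6h, 17.6 ± 2.53 in *ereb92*_0h and 112 ± 32.9 in the libraries labelled *ereb92*_6h (SD, n = 3). Its log2 fold changes were 2.19 (SE 0.294, adjusted p = 0.0254) and 2.69 (SE 0.269, adjusted p = 0.00114) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ZmCESA1* (Zm00001d009795) rose by 2.38 (SE 0.487, adjusted p = 0.0743) and 2.37 (SE 0.396, adjusted p = 0.0104) by the same edgeR test. *ZmCIPK1* (Zm00001d005748) rose by 2.56 (SE 0.827, edgeR adjusted p = 0.205) and 1.80 (SE 0.57, edgeR adjusted p = 0.129). *ZmDREB1.10* (Zm00001d002618) rose by 4.13 over KN5585_6h (SE 1.53, edgeR adjusted p = 0.255). It had no counts in *ereb92*_0h and was at least 11.6-fold higher in *ereb92*_6h (edgeR adjusted p = 0.013).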

In our transcriptome data, a series of cold-related genes were up-regulated in *ereb92* mutant, including *CESAs*, *DREBs* and *CIPKs* (S16 Fig). The q-PCR results confirmed that these genes expressed higher in *ereb92* mutant seeds at 6 HAI (Fig 7A). Several GCC-boxes were found in the promoter region of these two genes and DLR assays proved that the transcription of both *CESA* genes can be strongly repressed by ZmEREB92 (Fig 7B and S10C Fig). These results imply that ZmEREB92 might also regulate seed germination under cold condition. To verify this, we firstly demonstrated that the expression of *ZmEREB92* was indeed up-regulated by cold treatment but repressed in normal condition during imbibition (Fig 7C). We then observed a much stronger seed germination and seedling establishment for *ereb92* mutants compared to KN5585 in cold condition (Fig 7D and 7E and S17 Fig), while such superiority was not detected under PEG treatment (S18A and S18B Fig). The expression of *ZmEREB92* was only slightly induced at 12HAI but reduced to the control level at 24 and 36 HAI by PEG treatment (S18C Fig). Our results suggest a specific role for ZmEREB92 in cold tolerance. In rice, the mutation of *OsERF74* also resulted in enhanced seed germination under cold stress (Fig 7F and 7G), suggesting conserved function for orthologous *ZmEREB92/OsERF74* to regulate seed germination in a temperature-sensitive manner.

**Fig 7:**
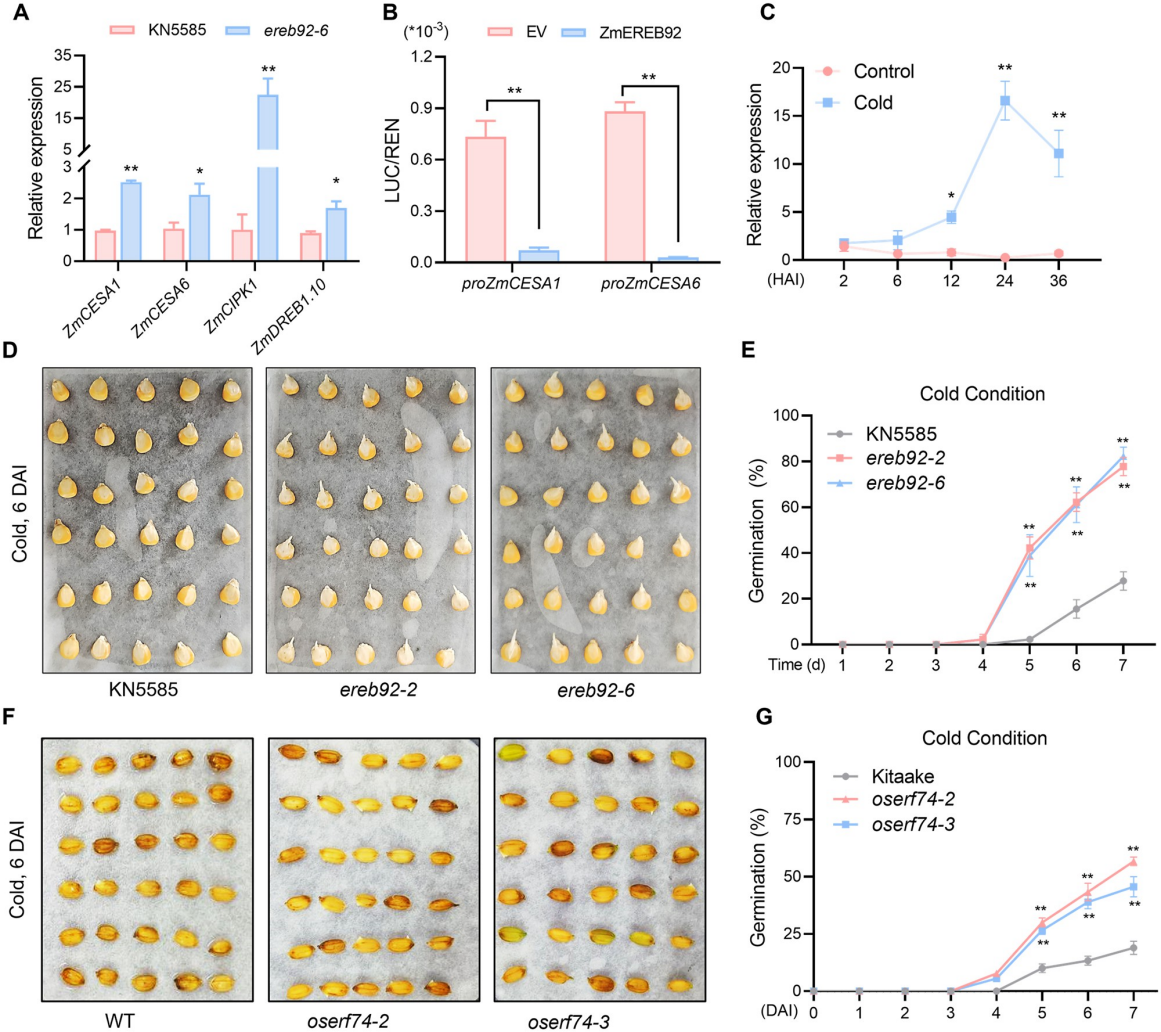
The orthologous gene pair *ZmEREB92/OsERF74* show conserved functions in seed germination under cold stress. (**A**) Relative expression analysis of cold-related genes in seeds of *ere92-6* mutant and KN5585 at 6 HAI. *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of KN5585. (**B**) DLR assays for the promoters of *ZmCESA1* and *ZmCESA6* co-transformed with EV or ZmEREB92. (**C**) The expression pattern of *ZmEREB92* during imbibition under normal (28 °C) and cold (12 °C) condition, respectively. *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of control-2HAI. (**A**-**C**) Error bars indicate mean ± SE (n = 3). Asterisks indicate significant difference (Student’s *t*-test, *P<0.05, **P<0.01). (**D**) The seed germination performance of KN5585 and *ereb92* mutants at 6 DAI under cold condition (12 °C). (**E**) Time-course seed germination rate from 1–7 DAI for KN5585 and *ereb92* mutants. Error bars indicate mean ± SE (n = 3). (**F**) The germination performance of Kitaake and *Oserf74* mutants at 6 DAI under cold condition (15 °C). (**G**) Time-course seed germination rate from 0–7 DAI for Kitaake and *Oserf74* mutants under cold condition. Error bars indicate mean ± SE (n = 3). (**E**, **G**) Asterisks indicate significant difference from the control (Kitaake) at each time point (Two-way ANOVA followed by Tukey test, **P <0.01).

## Discussion

Synchronous germination is crucial basis to ensure high crop yield. As the thermophilic plant, maize constantly confronts cold stress when sown in spring, which seriously hampers germination performance and seedling growth [5]. Thus, it has become an important goal to control seed germination in maize breeding, in which identification for key regulators is urgently needed. Our current study reveals the function of ZmEREB92 as a negative regulator of maize seed germination in a temperature-sensitive manner (Fig 8). In suitable condition, *ZmEREB92* is transcriptionally inhibited, resulting in enhanced expression of *ZmEIL7* and *ZmAMYa2*, which in turn promote the ethylene signaling and starch mobilization to contribute to timely germination (Fig 8). When the condition is cold, the expression of ZmEREB92 was strongly induced, which repress the expression of *ZmEIL7* and *ZmAMYa2* by directly binding to the GCC-box enriched region of their promoters, thus leading to inhibited seed germination (Fig 8). A similar function has been illustrated for *OsERF74*, the ortholog of *ZmEREB92* in rice. Reduced nucleotide diversity was detected in the promoter regions of both *ZmEREB92* and *OsERF74*, suggesting possible convergently selection of this orthologous gene pair during maize and rice domestication (Fig 6).

**Fig 8:**
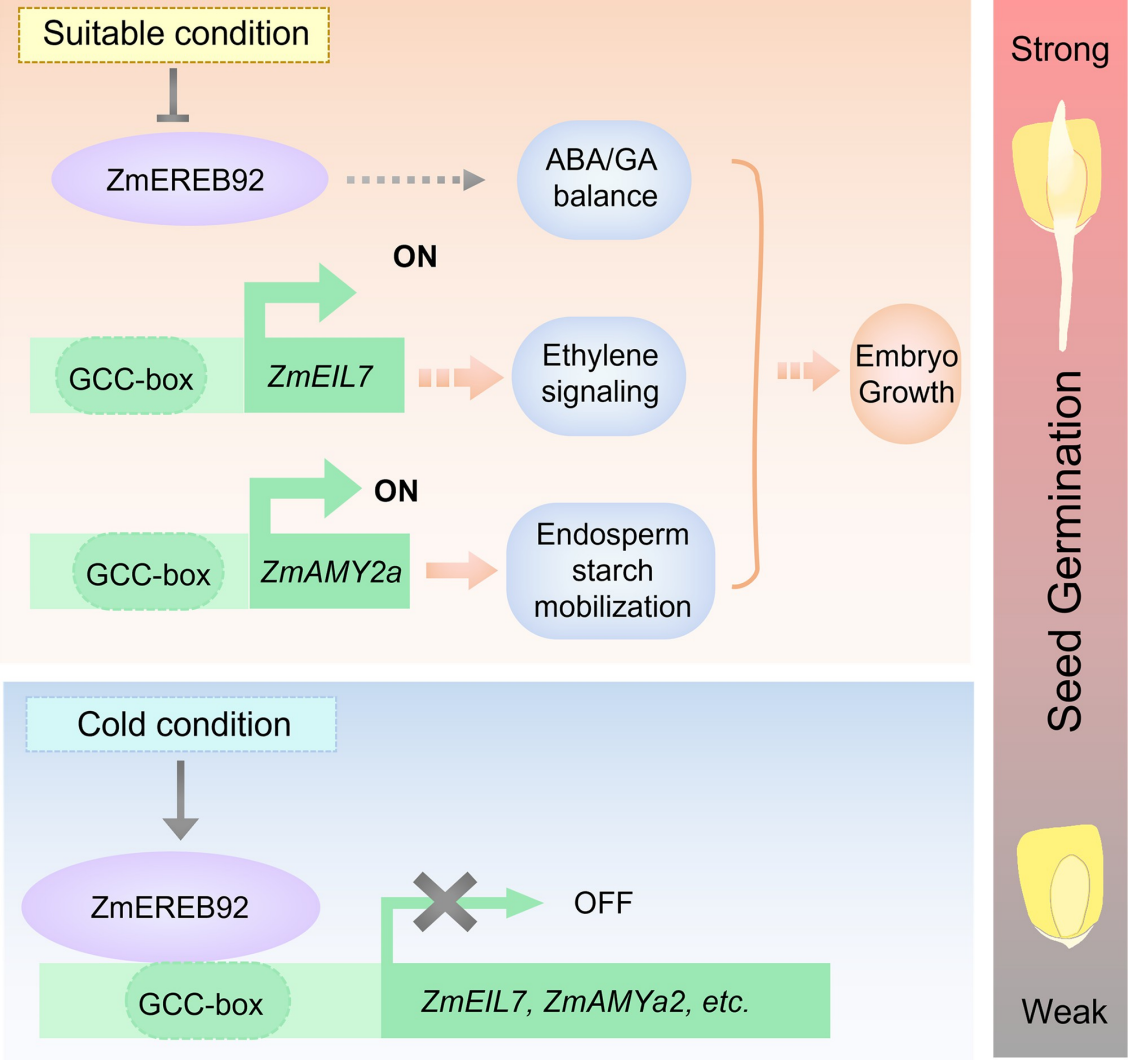
Proposed model for the temperature-sensitive regulation on seed germination by ZmEREB92. When maize seeds are germinating in normal condition, inhibited expression of *ZmEREB92* leads to the release of *ZmEIL7* and *ZmAMYa2* transcription, which enhance ethylene signaling and endosperm starch degradation, thereby promoting embryo growth and ensuring timely germination for maize seeds. When the condition is cold, the expression of *ZmEREB92* is drastically induced in imbibed seeds, which in turn suppresses the transcription of *ZmEIL7* and *ZmAMYa2* by directly binding to the GCC-box enriched region in their promoters, ultimately resulting in blocked seed germination.

Plant hormones play as intrinsic drivers to control seed germination. Apart from the central role of ABA/GA balance in regulating germination, ethylene is also considered as an important facilitator of seed germination since 1960s [44,45]. Although our transcriptomic analysis showed that a plenty of DEGs were enriched in ABA, GA and ethylene-related pathways, the 1-MCP treatment, to a greater extent, narrowed the seed germination disparity between *ereb92* mutants and KN5585 compared to ABA or PAC treatment (Figs 2E, 3A and 3B and S5 Fig), indicating that ethylene signaling plays a major role to promote germination in *ereb92* mutants. In Arabidopsis, ethylene was found to affect the ABA/GA balance and involves in breaking dormancy and promoting germination. A recent study showed that ethylene improved the germination of dormant Arabidopsis seeds in dark at 25 °C with a strong decline of ABA/GA ratio after imbibition, whereas a mutant named *ptr6* was insensitive to ethylene-induced germination and the ABA/GA ratio was consequently less affected [46]. Consistently, a greater decrease of ABA/GA ratio was detected in *ereb92* mutant seeds after imbibition (Fig 3C and S6 Fig), we hence propose that the action of ethylene on ZmEREB92-mediated germination might also involves the ABA/GA balance (Fig 8). This may explain why ABA or PAC treatment still partially eliminated the germination difference between *ereb92* mutants and KN5585 (Fig 3A and 3B and S5 Fig).

As key regulators of ethylene signaling, EIN3/EIL transcription factors are involved in numerous ethylene-mediated developmental processes and stress responses [47,48]. It is known that EIN3/EIL members are not completely functional redundant in ethylene signaling [49]. Maize contains nine EIN3/EIL members and ZmEIL7 belongs to the C clade, whose members are found only in angiosperms, suggesting a later appearance in evolution and the involvement in more specific ethylene response [49,50]. The orthologs of *ZmEIL7* in Arabidopsis and rice are *AtEIL4* and *OsEIL6*, respectively, among which *AtEIL4* was found to exhibit restricted expression in embryo [51], but the exact function of both genes has not been characterized yet. Our study identified *ZmEIL7* as a direct target repressed by ZmEREB92 (Fig 4). Further identification of downstream components of ZmEIL7 can be helpful to extend the understanding of the ethylene action during maize seed germination. EIN3/EIL members generally function upstream of ERF transcription factors to regulate ethylene responses [52,53], but here we reveal that *ZmEIL7* is a downstream target of ZmEREB92, presumably reflecting a feedback regulation of ERFs on ethylene signaling.

Another important aspect that affects seed germination is starch mobilization, which provides most growth energy and is mainly mediated by amylases [8]. A role of α-amylase in contributing to the enhanced germination in *ereb92* mutant was supported by the comparable germination using the separated embryo of all genotypes and the increased α-amylase activity in imbibed mutant seeds (Fig 5A–5C). Such increment might be a result of up-regulation of *ZmAMYa2*, which is another direct target suppressed by ZmEREB92 (Fig 5D–5F). The ortholog of *ZmAMYa2* in rice is *RAmy3D*, which encodes an α-amylase that positively control seed germination in rice [14]. Although α-amylase genes are generally considered to be regulated by GA signaling [54], a recent study in rice demonstrated that *RAmy3D* can be directly activated by OsBZR1 and involved in BR signaling-mediated seed germination [14]. Our RNA-seq data showed that *ZmBZR2* and *ZmBZR7* were up-regulated in *ereb92* mutant seeds at 6 HAI compared to KN5585 (Fig 2E), in which *ZmBZR7 is* the orthologous gene of *OsBZR1*. Thus, we hypothesize that the regulation of *ZmAMYa2* by ZmEREB92 might has some crosstalk with BR signaling in maize seed germination.

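*ZmBZR2* (Zm00001d039439, chromosome 3, 4457841 to 4460509) had 110, 159 and 353 counts in KN5585_6h and 1055, 575 and 783 in the libraries labelled *ereb92*_6h, equal to 16.1 ± 13.0 and 54.6 ± 18.6 CPM (SD, n = 3). The log2 fold change was 1.68 (SE 0.565, adjusted p = 0.224 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ran from 1.31 to 2.62 when each library was left out in turn. *ZmBZR7* (Zm00001d006677, chromosome 2, 214086849 to 214088343) had 24, 21 and 18 counts in KN5585_6h and 147, 99 and 66 in *ereb92*_6h, equal to 1.50 ± 0.13 and 7.00 ± 2.90 CPM (SD, n = 3). Its log2 fold change was 2.14 (SE 0.533, adjusted p = 0.115 by the same edgeR test), and it ran from 1.83 to 2.42. For both genes every *ereb92*_6h library was above every KN5585_6h library. Both passed the threshold with DESeq2's Wald test. Over 0 HAI in *ereb92*, *ZmBZR2* rose by 2.58 (SE 0.296, adjusted p = 0.00198) and *ZmBZR7* by 3.48 (SE 0.781, adjusted p = 0.0356) by edgeR's test.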

To ensure successful establishment, plants precisely select the timing for seed germination, in which temperature is an important environmental cue perceived by plant seeds [55]. Maize seeds are hard to germinate in cold condition since it is originated from tropical regions. We found that ZmEREB92 is also a negative regulator in seed germination under cold stress, but interestingly, its expression could also be induced by cold during germination (Fig 7). Therefore, ZmEREB92 is likely to act as an important regulator for the temperature-sensitivity of maize seed that determine the time to germinate. Inhibited expression of *ZmEREB92* in suitable condition ensures timely germination, while induced expression of *ZmEREB92* by cold in turn suppresses the seed germination and leads to cold avoidance behaviors (Fig 8). Such functions appear to be conserved in rice exerted by *OsERF74*, the ortholog of *ZmEREB92* in rice, which could also be up-regulated by cold in previous transcriptomic studies [43]. Recently, AtERF4, which is closely related to ZmEREB92 (Fig 6B), was also identified as a fate switch that negatively regulates the seed state transition from dormancy to germination in Arabidopsis [56], indicating that this clade of ERF members might have conserved functions in both monocots and dicots.

Synchronous seed germination is one of the trait convergently selected in many crops during domestication, meanwhile, it is also required for crop to adapt to different geographical distributions [27,57]. Both *ZmEREB92* and *OsERF74* loci appear to undergo selective sweeps in promoter regions with reduced nucleotide diversity in cultivars compared to wild relatives (Fig 6E and 6F). Correspondingly, *ZmEREB92* displayed lower expression level in maize than teosinte (S15A Fig), suggesting that *ZmEREB92* might have undergone expression divergence during domestication. As the negative regulator of seed germination, the reduced expression of *ZmEREB92* is relevant to the knowledge that the domesticated crops always exhibit enhanced seed germination [27]. The selective evidence for *OsERF74* was only detected in *japonica*, while *indica* displayed an even higher diversity (Fig 6E), which is consistent with previous study [34]. Also, the reduced expression for OsERF74 was found in *temperate japonica* (S15C Fig). Rice *Seed Dormancy* 6 (*SD6*), regulating seed dormancy in a temperature-dependent manner, was found to display lower nucleotide diversity in *japonica* than *indica* [58], which is similar to *OsERF74* (Fig 6E). Interestingly, the expression of *OsERF74* was lower in *japonica* compared with *indica* (S15D Fig). As two major subspecies of cultivated rice domesticated from *rufipogon*, the *indica* cultivars are usually distributed in tropical regions while the *japonica* cultivars are mainly grown in temperate regions [40]. Such altered expression pattern of *OsERF74* is similar with the expression divergence of *ZmEREB92* in temperate and tropical maize (S15B Fig). Given a relatively lower temperature in temperate regions at sowing dates, the decreased expression of *ZmEREB92* and *OsERF74* might be a local adaptation for temperate genotypes to improve the resilience to suboptimal temperature during seed germination.

Interestingly, *OsERF74* exhibited highest expression in floret organs during reproductive process, and could also be induced by cold in anthers [43]. Meanwhile, ZmEREB92 was located within a QTL for days to anthesis in maize using a maize and teosinte (*Zea diploperennis*) recombinant inbred line populations [59]. Although *ZmEREB92* was skipped in a recent study revealing the adaptive variation in *Zea* genus, its downstream target, *ZmEIL7*, was mapped to a region underwent selective sweeps between temperate and tropical maize on Chromosome 2 [60]. These evidences imply that the orthologous gene pair *ZmEREB92/OsERF74* might be related to the adaptation for maize and rice to changing cultivation areas. Exploring the relevant genetic variants and illustrating the biological functions with specific mechanisms in the future will be of great significance.

## Materials and methods

### Plant materials and growth conditions

The CRISPR-Cas9 mutants of *ZmEREB92* were generated from our previous study in KN5585 background [30]. The inbred line Mo17 was also used for germination assay in our study. All these lines were planted in the experimental fields of Sichuan Agricultural University in Chengdu, Sanya and Xishuangbanna at normal condition and seeds were harvested at 45–60 d after artificial self-pollination. The plant height (PH), ear position height (EPH), spike leaf length (SLL) and width (SLW) were measured at milk-ripening stage and the yield-related traits including kernel row number (KNR), kernel number per row (KNPR), ear length (EL), ear diameter (ED), corncob diameter (CD), ear weight (EW), corncob weight (CW) and hundred grain weight (HGW) were measured using the well-pollinated ears. A total of 10 plants were detected for each line as biological replicates. For seedling growth, the seeds were planted in a same pot and grown at the growth chamber at 28 °C/24 °C (day/night) and 16 h light/8 h dark photoperiod with constant irrigation. Three-leaf-stage seedlings were used for cold treatment at 4°C for 4 d with at least three biological replicates.

### Germination assay

Seeds of different genotypes were sterilized with 10% NaClO solution for 20 min and washed 5 times with sterile water. After that, 30 seeds were evenly placed on the filter paper infiltrated with sterile water in the germination box and putted into growth chamber at 28°C with dark condition. Equal amount of sterile water was added every 24 h to keep the filter paper moist. To study the hormone effects on seed germination, water was replaced with 200 mg/L 1-Methylcyclopropene (1-MCP, Fresh Doctor, inhibitor of ET receptor), 100 mg/L Paclobutrazol (PAC, Solarbio, inhibitor of GA biosynthesis), 50 μM ABA (Sigma) or 50 μM ethephon (ETH, Solarbio). For cold and osmotic stress, the sterilized seeds were germinated under 12°C or with 13.5% PEG6000 treatment in dark condition, respectively. The radicle emergence was defined for germination and the number of germinated seeds was recorded every 24 h. Each assay was performed with at least 3 biological replicates. To investigate the internal seed structure during imbibition, the seeds at 0, 6, 24 and 36 h after imbibition (HAI) were cut longitudinally and observed under a stereomicroscope (Olympus-SZX10). The embryo proportion and pericarp thickness were calculated using the ImageJ software with 10 biological replicates.

### Histological sectioning and cytological analysis

To observe the cell size and cell number, the embryos were isolated from the seeds of KN5585 and *ereb92-6* at 36 HAI and then fixed in the FAA buffer (formaldehyde:acetic acid:ethanol:water = 5:5:63:27, V/V/V/V) for 36 h. The samples were sequentially dehydrated with a gradient ethanol, cleared in xylene series, embedded in paraffin and sectioned at 4 μm thickness. The sections were then rehydrated in the gradient xylene and ethanol series and washed with water. After stained with 0.1% toluidine blue for 5 min, the sections were observed and photographed under a light microscope (Leica, DM500). The epidermal cell numbers in radicle and plumule were counted with 5 biological replicates and cell size was calculated with the ImageJ software from 50 cells in 10 randomly selected views from three different sections of each line.

### Water absorption rate

The seeds of KN5585 and *ereb92* mutants were evenly placed on the same filter paper infiltrated with sterile water. The incipient weight of each seed (M_0h_) was measured before imbibition. After 24 h imbibition, the weight of each seed (M_24h_) was measured again. The relative water absorption rate of each line was calculated with 16 biological replicates using the formula: (M_24h_-M_0h_)/M_0h_×100%.

### Measurement of endogenous hormone contents

The seeds of KN5585 and *ereb92-6* at 0 and 36 HAI were collected, grounded into powder with liquid N_2_ and extracted with 1 mL methanol/water/formic acid (15:4:1, V/V/V). After centrifugation for 5 min at 4 °C, 1200 rpm, the extracts were concentrated and re-dissolved with 100 μL 80% methanol/water (V/V) solution for LC-MS/MS analysis. The endogenous GAs, ABA and ACC contents were detected by MetWare (http://www.metware.cn/) based on the AB SciexQTRAP 6500 LC-MS/MS platform. Three biological replicates from each line were analyzed.

### RNA extraction and qRT-PCR

To determine the expression pattern during seed germination, the seeds of different genotypes were imbibed for 2, 6, 12, 24 and 36 h with or without a certain treatment and grounded into a fine powder in liquid N_2_. The RNA was extracted with TRNzol reagents (Tiangen) according to the manufacturer’s instructions and subsequently 1 μg of RNA was used for cDNA synthesis with the reverse transcriptase (Vazyme). The quantitative real-time RT-PCR (qRT-PCR) was executed on a StepOne Plus Real-Time PCR System (Applied Biosystems, ABI) using the SYBR Green Master Mix (Takara). All expression levels were calculated by the ΔΔCT method using the elongation factor *Ef1a* as the reference gene [61]. All experiments were performed with at least three biological replicates. Primers were listed in S5 Table.

### RNA-seq analysis

Total RNA was extracted from the of KN5585 and *ereb92-6* at 0 and 6 HAI seeds with three biological replicates and RNA integrity was evaluated with Agilent 2100 bioanalyzer. The RNA libraries were prepared and sequenced by Novogene (Beijing) on an Illumina Novaseq platform. Raw data was subjected to FastQC software for quality control and then the clean reads were aligned to maize genome (B73 RefGen_V4, AGPv4) using Hisat2 v2.0.5. FPKM, which was generated by counting the reads numbers mapped to each gene by featureCounts v1.5.0-p3, and used to estimate gene expression levels. Differential expression analysis was performed using the DESeq2 R package (1.20.0) and defined with a corrected *P*-value<0.05 (Benjamini and Hochberg’s approach) and absolute foldchange (FC) ≥2. Differentially expressed genes (DEGs) were further implemented by clusterProfiler R package for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. The TBtools software was used to display the expression of DEGs by heatmaps.

### *Cis*-element enrichment analysis

The upstream 1500 bp of the gene was extracted as the promoter sequence. The *cis*-elements were predicted using the Plant Transcriptional Regulatory Map (http://plantregmap.gao-lab.org/binding_site_prediction.php) with the *P* value < 10^−5^ as the threshold for filtering. The retrieved *cis*-elements were indicated as transcription factor binding sites (TFBS) and then the percentage of genes with each TFBS in promoter was calculated and compared. Genes that were not differentially expressed in any comparison were analyzed as the control. The bootstrap method was used to test the significant enrichment.

### Phylogenetic analysis

A literature search or database search based on PhyloGenes website (http://www.phylogenes.org/) was performed to identify the group VIII subfamily ERF transcription factors, EIN3/EIL members and α-amylases in *Zea mays* (RefGen_V4), *Oryza sativa* (*Japonica Group* IRGSP-1.0) and *Arabidopsis thaliana* (TAIR10), and the sequences were downloaded from MaizeGDB (https://www.maizegdb.org/) and *EnsemblPlants* (http://plants.ensembl.org/index.html). Amino acid sequences were aligned in MEGA software with ClustalW method using the maximum likelihood method. The iTOL online website (https://itol.embl.de/) was used to visualize the tree. Accession numbers for sequence data used in phylogenetic analysis can be found in S6 Table.

### Dual-luciferase reporter assay

The promoter sequences of downstream genes were downloaded from *Phytozome* v13.0 (https://phytozome-next.jgi.doe.gov/) based on *Zea mays RefGen_V4*. The promoters were cloned from the genomic DNA of B73 inbred line and then constructed into the reporter vector pGreenII 0800-LUC. The coding sequence of *ZmEREB92* was cloned into the effecter vector pGreenII 62-SK driven by the 35S promoter. The promoter-LUC plasmids were co-transformed with *ZmEREB92* into maize protoplasts via PEG-mediated transfection method as described previously and REN was used as the internal control [62]. After incubated for 16h, total proteins were extracted from the transfected cells with the dual-luciferase assay reagents (Promega) and analyzed on a luminometer (Thermo Scientific Varioskan LUX). The LUC/REN ratio was used to defined the promoter activity. At least four biological replicates were performed for each experiment.

### Yeast one-hybrid (Y1H) assay

To test the direct binding of ZmEREB92 to *ZmEIL7* promoters, the yeast one-hybrid assays were carried out based on the GAL4-AbA system (Clontech) [63]. The GAL4-activating domain fused ZmEREB92 (AD-EREB92) was obtained in our previous study and further mutation of two EAR motifs was performed to generate AD-EREB92(ΔEAR1/2). Promoter region of *ZmEIL7* was cloned into the pAbAi vector and then linearized at *Bbs*I or *BstB*I site before transformed into the Y1H gold strain. Subsequently, the AD-EREB92 or AD-EREB92(ΔEAR1/2) was transformed into yeast cells integrated with p*ZmEIL7*-AbAi vector and the transformed cells were grown on the selective medium SD/-Ura/-Leu and SD/-Ura/-Leu/AbA for 2–4 d. p53 and empty pGADT-7 (AD) were also transformed as the negative control.

### Electrophoretic mobility shift assay (EMSA)

The CDS of ZmEREB92 was connected into pET32a with a His-tag fused to the C terminus and then transformed into BL21 competent cells. The recombinant protein was induced by 0.5 mM IPTG and purified with Ni-NTA beads (Smart-Lifesciences). The promoter fragments of *ZmEIL7* and *ZmAMYa2* were labeled with biotin (Sango). Afterwards, 0.2 pmol labeled probes were incubated with equal amount of ZmEREB92-His protein for 30 min at 28 °C. The unlabeled probes were used as cold competitors and added with 200× amount for competition. The mixtures were further separated in 6.5% native page gel and transferred to the 0.45μm Nylon membrane (Sango). The probes were detected with a chemiluminescence EMSA kit (Beyotime). Probes were listed in S5 Table.

### Analysis of α-amylase activity

The seeds of KN5585 and *ereb92* mutants imbibed for 24 h were used to quantified the α-amylase activity with a micro α-amylase assay kit (Solarbio). Briefly, the imbibed seeds were ground to a fine powder in liquid N_2_ and 0.8 mL ddH_2_O was added into 0.1 g powder and mixed thoroughly. After 15 min incubation at room temperature, the supernatant was collected by centrifuging at 6000 g for 10 min and further used for the detection of α-amylase activity. Three biological replicates from each line were analyzed.

### Bioinformatic analysis

Sequence alignments was performed with ClustalW method and the phylogenetic tree was constructed with the Maximum- Likelihood method using the MEGA software. All phylogenetic trees were visualized through iTOL online website (https://itol.embl.de/). The orthologous genes were identified using the public database including maizeGDB (https://www.maizegdb.org/), *EnsemblPlants* (http://plants.ensembl.org/index.html) and Gramene Maize (https://maize-pangenome.gramene.org/). The genomic sequences and annotations of maize chromosome 8 and rice chromosome 5 were downloaded from *EnsemblePlants* database based on *Zm-B73-REFERENCE-NAM-5*.*0* and *Oryza sativa Japonica* Group IRGSP-1.0, respectively. Then the syntenic analysis between maize chromosome 8 and rice chromosome 5 was performed with TBtools [64]. The constitutive expression patterns of *ZmEREB92* and *OsERF74* from qTeller dataset (http://qteller.maizegdb.org) and Rice Expression Profile Database (RiceXPro, https://ricexpro.dna.affrc.go.jp/) were shown in heatmap drawn by TBtools [64–66].

The expression profiles of *ZmEREB92* and *OsERF74* in different species were derived from several public high-throughput RNA-seq data. The dataset used for the expression analysis of *ZmEREB92* in wild and cultivated maize is deposited in GEO database under the accession number GSE30036, which sequenced the above-ground tissue of 38 maize genotypes and 24 teosinte genotypes [35]. We extracted the expression value of *ZmEREB92* based on the probe ID CHR08RS119567227, CHR08RS119567281 and CHR08RS119568280. The transcriptomes for temperate maize and tropical maize cultivars are retrieved from the GenBank Sequence Read Archive (SRA) under the accession code SRP026161, which performed on the immature seeds of 15 days after pollination for these 368 lines [36]. The RPKM of *ZmEREB92* in SRP026161 is normalized for analysis. The expression data for *OsERF74* is collected from the rice library in Plant Public RNA-seq Database (http://ipf.sustech.edu.cn/pub/plantrna/) by searching the gene ID *LOC_Os05g41780* and BioProject ID PRJNA428294, PRJNA597070 and PRJNA292458, in which PRJNA428294 performed on the panicles of wild and cultivated rice, PRJNA597070 performed on the young leaf of different cultivated rice accessions and PRJNA292458 performed on the seedlings of six accessions from *indica* and *japonica* [37–39,67].

### Nucleotide diversity analysis

Since ZmEREB92 was not assembled in *B73_RefGen V4* genome, a small panel of genomic sequences across *ZmEREB92* locus from 26 maize accessions and 8 teosinte accessions were downloaded from maizeGDB based on Zm-B73-REFERENCE-NAM-5.0 reference genome. Genomic sequence across *OsERF74* locus using the data from Rice Super Pan-genome Information Resource Database (RiceSuperPIRdb, http://www.ricesuperpir.com/), including 132 *indica* accessions, 57 *japonica* accessions and 23 *rufipogon* accessions [68]. Nucleotide diversity was calculated under a 50-bp sliding window and 25 bp step size for maize/teosinte comparison or a 100-bp sliding window and 25 bp step size for *O*. *sativa/O*. *rufipogon* comparison using DnaSP 5.0 software (http://www.ub.edu/dnasp/) [69].

### Generation of rice *Oserf74* knockout lines for seed germination assays

To generate the CRISPR/Cas9-mediated *OsERF74* knockout mutation in rice, the sequence 5’-GGCACCGGCCAGCACTTCCGTGG-3’ from 207 to 226 bp of *OsERF74* CDS was selected as the guideRNA and introduced into the pCBSG032 CRISPR/Cas9 vector. Then the construct was transformed into rice callus with the *Agrobacterium tumefaciens* strain EHA105. The positive transformants were identified by hygromycin soaking and sequencing confirmation. Two T_2_ knockout lines were obtained for germination assays as described above for maize seeds. The difference is that the germination of rice seeds is at 25 °C for normal condition and 15 °C for cold condition.

### Chilling treatment at seedling stage

The three-leaf-stage seedlings of KN5585 and two *ereb92* mutant lines were used for chilling treatment. The seedlings were transferred to the growth chamber at 4°C with a 16 h light/8 h dark photoperiod for 4 days and then recovered at 25°C for 2 days. After recovery, the photographs were taken and the survival rates were calculated. As described previously, the relative injured area (%) was defined with the ratio of the wilting area to the whole area of the second leaves using the Image J software [70]. Each experiment was performed with at least three biological replicates.

### Statistical analysis

The statistical analysis was carried out using the GraphPad Prism 8.0 software. Briefly, multiple comparison was performed using one-way or two-way ANOVA followed by Tukey tests or LSD tests and differences between two data sets were calculated by the two-side Student’s *t* test or Mann-Whitney U test.

## Supporting information

S1 Fig The seed germination of KN5585 and *ereb92* mutants harvested from different province and year in China. The seed germination rates at the 3DAI of KN5585 and *ereb92* mutant harvested from Xishuangbanna (Yunnan) at 2019, Chengdu (Sichuan) at 2020 and Sanya (Hainan) at 2021. Error bars indicate mean ± SE (n = 3). n. s. indicates no significant difference (one-way ANOVA followed by Turkey tests, *P*>0.05).
(TIF) Click here for additional data file.

S2 Fig Loss-of-function of *ZmEREB92* didn’t affect the pericarp thickness and water absorption in maize seed. A. The longitudinal section at 24 HAI showing the pericarp of KN5585 and ereb92 mutants. B-C. Box plots represent the distribution of the pericarp thickness (B) and water absorption rate (C) of the seeds of KN5585 and *ereb92* mutants. The bars indicate the median, and the lower and upper quartiles. The circles represent for individual datapoints of biological replicates in each line. n. s. indicates no significant difference (one-way ANOVA followed by Turkey tests, *P*>0.05).
(TIF) Click here for additional data file.

S3 Fig Transcriptome analysis for the DEGs in KN5585 and *ereb92* mutant seeds after imbibition. A-B. GO (A) and KEGG (B) analysis of the of the DEGs in the comparison of *ereb92*_6h vs KN5585_6h. C. The heatmap shows Log_2_FC of selected DEGs in the comparison groups of *ereb92*_6h vs *ereb92*_0h or *ereb92*_6h vs KN5585_6h.
(TIF) Click here for additional data file.

S4 Fig *Cis*-enrichment analysis for the promoters of DEGs. A. The Venn diagram shows the number of overlapped DEGs in the comparison groups of KN5585_6h vs KN5585_0h (S1) and *ereb92*_6h vs *ereb92*_0h (S2). B-G. The percentage of DEGs with each promoter-contained TFBS in different comparison groups. The error bar represents the standard deviation by bootstrap test.
(TIFF) Click here for additional data file.

S5 Fig Comparison of the *P* value reveals the difference of effects of each treatment on germination between KN5585 and *ereb92* mutants. The *P* values were calculated from the date regarding to Fig 3B by student *t*-test.
(TIF) Click here for additional data file.

S6 Fig The ABA/GA ratio of KN5585 and *ereb92*-6 at 0 and 36 HAI. The ratio was calculated from the data regarding to Fig 3C. Error bars indicate mean ± SE (n = 3). Different lowercases represent significant difference (one-way ANOVA followed by Turkey tests, *P*<0.05).
(TIF) Click here for additional data file.

S7 Fig Ethylene signaling positively regulate seed germination in maize Mo17 inbred line. A. Germination performance at the 2HAI of Mo17 seeds under normal condition (CK), 50 μM ethephon (ETH) and 200 mg/L 1-MCP treatment. B. Time course germination from 1–4 DAI for Mo17 seeds under different treatments. Error bars indicate mean ± SE (n = 3). C. The longitudinal section of Mo17 seeds at 0 and 36 HAI under different treatments. Embryo region was sketched with yellow dash line. D. The percentage of embryo for Mo17 seeds at 0 and 36 HAI under different treatments. The embryo proportion is calculated by ImageJ software. The circles are represented for individual datapoints of biological replicates in each line. Error bars indicate mean ± SE (n = 8). Statistical significance was determined individually for 0 HAI and 36 HAI. Different lowercases represent significant difference (one-way ANOVA followed by Turkey tests, *P*<0.05). E, F. The expression of *ZmEREB92* in Mo17 seeds at 2, 6, 12, 24 and 36 HAI under ETH (E) or 1-MCP treatment (F). Error bars indicate mean ± SE (n = 3). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of 2 HAI. Asterisks indicate significant difference compared to 2 HAI (one-way ANOVA followed by LSD tests, *P<0.05, **P<0.01).
(TIFF) Click here for additional data file.

S8 Fig Promoter analysis for ethylene signaling related genes. A. The distribution of GCC-boxes in the promoter of four ethylene signaling genes including *ZmEIL7*, *ZmEIL4*, *ZmETR2* and *ZmEBF2*. The GCC-box was indicated with blue sticks. TSS, Transcription start site. B. Schematic of the reporter, effector and empty vector used in the transient DLR assays in maize protoplast.
(TIF) Click here for additional data file.

S9 Fig Phylogenetic analysis of ZmEREB92 downstream targets. Phylogenetic analysis of EIN3/EIL members and α-amylase genes in maize, rice and Arabidopsis. MEGA software was used to perform the sequence alignment with ClustalW method and the phylogenetic trees was constructed with the Maximum-Likelihood method. The iTOL online website (https://itol.embl.de/) was used to visualize the tree.
(TIFF) Click here for additional data file.

S10 Fig The distribution of GCC-boxes in candidate gene promoters. A-C. The identification of GCC-boxes for the promoters of *ZmAMYs* (A), *OsEIL6* and *RAmy3D* (B) and *ZmCESAs* (C). The GCC-box was indicated with blue sticks. TSS, Transcription start site.
(TIFF) Click here for additional data file.

S11 Fig Phylogenetic analysis of ZmEREB92. Phylogenetic analysis of ZmEREB92 with other group VIII ERF family members in maize, rice and Arabidopsis. MEGA software was used to perform the sequence alignment with ClustalW method and the phylogenetic trees was constructed with the Maximum-Likelihood method. The iTOL online website (https://itol.embl.de/) was used to visualize the tree.
(TIF) Click here for additional data file.

S12 Fig The constitutive expression of ZmEREB92 and OsERF74. A-B. The heatmap showing expression profile of ZmEREB92 (A) and OsERF74 (B).
(TIF) Click here for additional data file.

S13 Fig Mutation sites of *Oserf74* knockout lines generated by CRISPR-Cas9. (TIF) Click here for additional data file.

S14 Fig ZmEREB92 has not been assembled in chromosome 8 of B73 RefGen_v4. Comparison of 0.5 Mb genomic region across *ZmEREB92* locus at chromosome 8 between three versions of B73 reference genome. The same genes are connected by dash lines. The numbers reflect different genes. ZmEREB92 is indicated by number 14 with red dash line. Detail information for genes were listed in S4 Table.
(TIF) Click here for additional data file.

S15 Fig The expression profile of *ZmEREB92* and *OsERF74* in different varieties. A. The expression level of *ZmEREB92* in teosinte and cultivated maize. B. The normalized RPKM of *ZmEREB92* in different maize subpopulations. NSS, non-stiff stalk. SS, stiff-stalk. TEM, temperate. TST, tropical/subtropical. C. The expression level of *OsERF74* in wild and cultivated rice. Tro, tropical. Tem, temperate. D. The expression level of *OsERF74* in different rice subspecies. A-D. The values were displayed Tukey box-plot. Number marked for each data is the exact *P* value (Mann-Whiney U test).
(TIFF) Click here for additional data file.

S16 Fig Cold-related genes are largely upregulated by *ZmEREB92* mutation during imbibition. The heatmap shows the log_2_FC of differentially expressed *DREBs* and *CIPKs* in the comparison groups of *ere92*_6h vs *ere92*_0h or *ere92*_6h vs KN5585_6h.
(TIF) Click here for additional data file.

S17 Fig Loss-of-function of *ZmEREB92* improves cold tolerance of maize seedlings. A-C. Chilling phenotype (A), injured area (B) and survival rate (C) of KN5585 and *ereb92* mutants after 4 days treatment under cold condition (4 °C). (G, H) Error bars indicate mean ± SE (n = 6 for G, n = 3 for H). Asterisks indicate significant difference (Student’s *t*-test, **P<0.01).
(TIF) Click here for additional data file.

S18 Fig Loss-of-function of *ZmEREB92* rarely affected the gemination under osmotic stress. A. The germination performance of KN5585 and *ereb92* mutants under 13.5% PEG6000 treatment at 5 DAI. B. The time course germination from 1–7 DAI of KN5585 and *ereb92* mutants under 13.5% PEG6000 treatment. Error bars indicate mean ± SE (n = 3). The expression of *ZmEREB92* in Mo17 seeds under 13.5% PEG6000 treatment at 2, 6, 12, 24 and 36 HAI. Error bars indicate mean ± SE (n = 3). *Ef1a* was used as the reference gene and relative expression level was normalized to one biological replicate of 2 HAI. Asterisks indicate significant difference compared to 2 HAI (one-way ANOVA followed by LSD tests, *P<0.05).
(TIFF) Click here for additional data file.

S1 Table GO enrichment analysis of up-regulated genes. (XLSX) Click here for additional data file.

S2 Table KEGG enrichment analysis of up-regulated genes. (XLSX) Click here for additional data file.

S3 Table List of DEGs analyzed in this study. (XLSX) Click here for additional data file.

S4 Table Genes within 0.5 Mb region across ZmEREB92 locus on chromosome 8 assembled by three versions of B73 reference genome. (XLSX) Click here for additional data file.

S5 Table List of primers used in this study. (XLSX) Click here for additional data file.

S6 Table List of genes used in constructing the phylogenetic trees. (XLSX) Click here for additional data file.

S1 Data The complete RNA-seq results containing the expression level and the annotation of all detected genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

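RNA-seq counts of whole maize seeds were analysed in 12 samples from 4 groups, KN5585 and *ereb92* at 0 h and 6 h after imbibition, with 3 replicates each. The authors aligned reads to the B73 reference genome and counted them per gene, and the deposited counts are whole numbers without normalization. The deposited FPKM values were checked against the counts: they equal the count divided by gene length and by 1 library size per sample, which was 0.792 to 1.15 times the sample's total of counts. The log2 fold changes of the deposited table are the authors' DESeq2 estimates for each of the 4 comparisons. The authors' p-value and adjusted p-value for each gene are from the same DESeq2 tests. The strandedness and the handling of reads that map to several places are not stated by the authors. All columns per sample were used (0 unused).

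The analysis started from the deposited counts of 55529 genes, with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. For each of the 4 comparisons the 6 samples were fitted alone, with TMM factors, filterByExpr for the groups compared, and glmQLFit and glmQLFTest. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2 (1 on the log2 scale), and counts at an unadjusted p under 0.05 with the same fold change were given beside them. The interaction term was tested over all 12 samples. CPM values used the TMM library sizes, and a prior count of 2 was added for log2 CPM. Families of genes were defined by words in the deposited gene names and descriptions and tested by Fisher's exact test, with Benjamini-Hochberg adjustment over 8 tests. GO and KEGG annotation and the genome sequence were not used here.

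Genes were named by a rule: *ZmEREB92* and *ZmEF1a*, the genes of S3 Table and S5 Table that the paper names in its results or figures, and the genes with the largest changes. The last were at most 5 in each direction of *ereb92*_6h vs KN5585_6h, *ereb92*_6h vs *ereb92*_0h and *ereb92*_0h vs KN5585_0h, among genes with an adjusted p under 0.05, no overlap between the groups and a mean FPKM of at least 1 in a group. The 5 genes with most counts over all samples were also included. This rule, the comparisons, the tests, the thresholds, the families and all alternatives but the 2 without a fold change limit were chosen before the data were examined. Samples were paired for the replicate block by the replicate numbers in their labels, and the correlation of same-numbered samples was checked before the block was read.

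Totals of counts per sample ran from 12771663 to 15383586 (median 14163572), and 3 counts were taken as the smallest abundance that this depth can show. Fold changes against a group at or under 3 counts in all of its samples are given as lower bounds. With 3 samples against 3, chance alone gives 10% of genes without overlap, and an exact permutation test cannot give a p under 0.1.

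The edgeR and DESeq2 steps were tested on simulated data in which 200 genes were changed. At a dispersion of 0.05, edgeR recovered 154 of these (77.0%) and called 5 unchanged genes. At a dispersion of 0.3, that of *ereb92*_6h vs KN5585_6h (the other comparisons had 0.17 to 0.298), edgeR recovered 49 (24.5%) and called 4 unchanged genes, and DESeq2 recovered 87 (43.5%) and called 26. Both called 0 genes in the wrong direction. With the replicate block, edgeR recovered 153 and 35 genes.

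The alternatives were RLE, upper-quartile and no scaling factors, factors without the 20 genes with most counts, no filter on low counts, a filter of at least 10 counts in every sample, and 1 fit on all samples. The others were the replicate block, a robust fit, the glmTreat test against a fold change of 1.2, DESeq2's Wald test, and leaving out each replicate in turn.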

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

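All tests in this part were chosen after the result was seen, except the count of neighbouring genes at 0.1 to 1 Mb.

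A difference between the genotypes in the change over 6 h was seen for 8 genes by the interaction term of edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p 0.0333 to 0.0485), with the larger increase in *ereb92* for all 8, and for 0 genes in the other direction. At the unadjusted p there were 1497 and 220. The 8 genes had log2 differences of 3.07 to 9.82 and were all among the 1385 up-regulated DEGs of *ereb92*_6h vs *ereb92*_0h. That comparison uses libraries that the interaction term also uses, so this overlap is no separate evidence. They include genes described as Actin-7, DNA-binding protein RAV1 and hexokinase7, named here after their values were seen. Of 32 relabellings that exchange the genotype within time point and replicate number, 7 gave as many genes, both at the adjusted and at the unadjusted p. All 7 were among the 8 relabellings that kept the 6 h labels (0 to 737 genes), while the 24 that exchanged 6 h labels in part gave 0 (182 to 1273 at the unadjusted p). The 8 that kept the 6 h labels also kept the genotype difference at 6 h, so as many genes can be expected from them, and the 7 of 32 are not a level that chance alone gives. A difference in the change over 6 h cannot be told apart in this way from a difference between the genotypes at 6 h. The count was 0 with the replicate block, 2 with library size alone and 367 with DESeq2. Since the count moved this far with the processing, a genotype difference in the response to imbibition may explain it but is not shown for a given number of genes.

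*ZmEREB92* transcript was higher by 3.33 on the log2 scale in the libraries labelled *ereb92*_6h than in KN5585_6h (adjusted p = 0.104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries than in every KN5585_6h library). An exchange of genotypes between the 6 h libraries was tested on 43 genes with at least 20 counts in every *ereb92*_0h library and at most 3 in every KN5585_0h library, and on 16 genes with the reverse. All 6 of the 6 h libraries followed their label: 72.1% to 90.7% of the 43 genes had over 3 counts in the *ereb92*_6h libraries and 2.33% to 11.6% in KN5585_6h, and the 16 genes gave 12.5% to 18.8% and 93.8% to 100%. An exchange of the genotypes at both times cannot be seen in this way. Over 3 other scalings the lowest log2 fold change was 3.33, and without the 20 genes with most counts it was 3.40. The libraries labelled *ereb92*_6h had at least 6.05 times as many counts on *ZmEREB92* as on its paralog *ZmEREB93*, but without the reads, counts shared between the paralogs cannot be told apart. Counts show how much transcript was assigned to the gene and not its sequence, so a mutated transcript may be among them. The interaction term for *ZmEREB92* was 3.25 (SE 1.2, adjusted p = 0.491 by edgeR's quasi-likelihood test), so a difference between the genotypes in its rise over 6 h did not pass.

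Before imbibition, which the paper shows in a figure but does not discuss, 38 genes were higher and 22 were lower in *ereb92*_0h than in KN5585_0h (607 and 738 at the unadjusted p). The deviations of same-numbered libraries had a mean correlation of -0.101, and with the replicate block 1 gene was higher and 0 were lower (513 and 560 at the unadjusted p). Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as many genes at the adjusted p in either direction, the real split, and 2 gave as many at the unadjusted p, with the larger direction of each other split used; 4 splits cannot give a share under 0.05. Of the 60 genes, 58 lie on chromosomes 1 to 10, and 20 have another of them within 1 Mb. Random sets of genes gave a median of 4 and at most 18 (permutation p = 1e-04, the smallest that 10000 sets can give). At 0.1 to 1 Mb, where transcripts of 1 locus counted as neighbours are left out, 16 genes have another (median of random sets 4, permutation p = 2e-04). At 6 h, 44 of the 60 genes (73.3%) were parted the same way without overlap, against 5% by chance in a given direction, and 53 of the 54 that could be tested at 6 h had the same sign. Of the 60 genes, 27 were absent from every library of 1 genotype at 0 h, and 26 were transcripts assembled by the authors, which made up 2749 of the 22610 genes tested. A candidate explanation is that the seed stocks differ in segments of chromosomes, independent of imbibition; the 3 values of 20, 16 and 44 genes go with it, but no sequence was available to test it. Of the 188 genes up-regulated in *ereb92*_6h vs KN5585_6h, 12 were among the 38, and 8 of the 33 down-regulated genes were among the 22.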

How the results depend on the processing

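Scaling by RLE factors, factors without the 20 genes with most counts, the robust fit and the glmTreat test changed none of the counts of DEGs by more than 1.5 times, and the first 3 of these changed none of the counts of list genes by more than that. The families were not run under these 4 settings, the lists not under glmTreat, and the interaction only under the RLE factors (6 genes). For the other settings, changed values are given here as up-regulated and then down-regulated genes at the adjusted p unless said otherwise; the cause was not tested for any of them.

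With library size alone, 456 genes were up-regulated in *ereb92*_6h vs KN5585_6h, 15 were down-regulated in *ereb92*_6h vs *ereb92*_0h, 360 were up-regulated in KN5585_6h vs KN5585_0h at the unadjusted p, 2 passed the interaction, and 7 hormone and 13 cold genes passed in *ereb92*_6h vs KN5585_6h. Library size alone moved the median log2 fold change of all genes to 0.132 in *ereb92*_6h vs KN5585_6h, 0.124 in KN5585_6h vs KN5585_0h and 0.125 in *ereb92*_0h vs KN5585_0h. The up-regulated share at the unadjusted p went from 73.6% to 83.7%, from 45.7% to 65.5% and from 45.1% to 59.0%. It also reversed the change of *ZmEF1a* in *ereb92*_6h vs KN5585_6h, from -0.13 to 0.0109. With upper-quartile normalization, 330 genes were down-regulated in *ereb92*_6h vs *ereb92*_0h at the unadjusted p, and the median of all genes was -0.133.

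With no filter except 1 count, *ereb92*_6h vs KN5585_6h had 804 and 100 DEGs (3303 up-regulated at the unadjusted p), *ereb92*_6h vs *ereb92*_0h 49 down-regulated (427 unadjusted), KN5585_6h vs KN5585_0h 10 and 4 (385 and 643 unadjusted), and *ereb92*_0h vs KN5585_0h 129 and 94 (1221 and 1324 unadjusted). The interaction had 105 and 1 genes, and 11 hormone and 19 cold genes passed in *ereb92*_6h vs KN5585_6h. With at least 10 counts in every sample, 329 genes were up-regulated in *ereb92*_6h vs KN5585_6h, 4 in KN5585_6h vs KN5585_0h, and 7 and 5 passed in *ereb92*_0h vs KN5585_0h (368 up-regulated unadjusted), with 42 for the interaction and 5 hormone genes in *ereb92*_6h vs KN5585_6h.

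With 1 fit on all 12 samples, *ereb92*_6h vs KN5585_6h had 752 and 113 DEGs (2882 up-regulated unadjusted), *ereb92*_6h vs *ereb92*_0h 794 and 9, KN5585_6h vs KN5585_0h 0 up-regulated (448 and 629 unadjusted) and *ereb92*_0h vs KN5585_0h 21 and 14, and 14 hormone and 16 cold genes passed in *ereb92*_6h vs KN5585_6h.

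With the replicate block, *ereb92*_6h vs KN5585_6h had 0 and 0 DEGs (1590 and 493 unadjusted; mean correlation of same-numbered libraries -0.0641), KN5585_6h vs KN5585_0h 0 up-regulated (152 and 241 unadjusted; correlation -0.00896), *ereb92*_0h vs KN5585_0h 1 and 0 (513 and 560 unadjusted; correlation -0.101), and *ereb92*_6h vs *ereb92*_0h 49 down-regulated (correlation 0.265). The interaction had 0 genes, and 0 hormone and 0 cold genes passed in *ereb92*_6h vs KN5585_6h. The 4 family results of that comparison have no value under the block, since no gene was up-regulated.

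With DESeq2's Wald test, *ereb92*_6h vs KN5585_6h had 1393 and 246 DEGs (3235 up-regulated unadjusted), *ereb92*_6h vs *ereb92*_0h 2120 and 95 (393 down-regulated unadjusted), KN5585_6h vs KN5585_0h 47 and 35 (448 and 683 unadjusted), *ereb92*_0h vs KN5585_0h 302 and 295 (1032 and 1197 unadjusted) and the interaction 367 and 15, and 23 hormone and 24 cold genes passed in *ereb92*_6h vs KN5585_6h. The glycosyltransferase family had an odds ratio of 2.64 in that comparison, against 1.17. With up-regulated genes at the unadjusted p, the odds ratio was 2.82 for that family and 2.23 for MAPK signaling, against 1.20.

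Without a fold change limit at the unadjusted p, a setting chosen after seeing the data, DESeq2 gave 3416 and 1260 genes in *ereb92*_6h vs KN5585_6h, 1164 down-regulated in *ereb92*_6h vs *ereb92*_0h, 563 and 820 in KN5585_6h vs KN5585_0h and 1410 and 1598 in *ereb92*_0h vs KN5585_0h. With edgeR it gave 1285 down-regulated, 1036 down-regulated, 386 and 428, and 1065 and 1164 genes in the same order.

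Across the fits that each left out 1 replicate, up-regulated DEGs ran from 0 to 509 in *ereb92*_6h vs KN5585_6h (1414 to 3168 unadjusted), from 742 to 1593 in *ereb92*_6h vs *ereb92*_0h (1985 to 3126), from 0 to 1 in KN5585_6h vs KN5585_0h (152 to 476) and from 3 to 106 in *ereb92*_0h vs KN5585_0h (596 to 1018). Down-regulated DEGs ran from 0 to 63 (422 to 923), 5 to 139 (214 to 665), 0 to 1 (146 to 846) and 1 to 105 (644 to 1012) in the same order. The interaction ran from 0 to 280 and from 0 to 3 genes. Hormone genes ran from 0 to 6 and 13 to 19, and cold genes from 0 to 15 and 17 to 24, in *ereb92*_6h vs KN5585_6h and vs *ereb92*_0h. *ZmEREB92* in *ereb92*_0h vs KN5585_0h ran from -0.36 to 1.34 and reversed from 0.16 to -0.23 without KN5585_0h replicate 2, -0.17 without KN5585_0h replicate 3 and -0.36 without *ereb92*_0h replicate 1. *ZmEF1a* in *ereb92*_6h vs KN5585_6h ran from -0.19 to 0.0221 and reversed without KN5585_6h replicate 3.

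For single genes, 106 results were run under the alternatives, giving 1644 values. Without 1 replicate, 519 kept their direction and call, 104 lost and 9 gained the threshold and 4 reversed. Under the other settings, 897 kept both, 41 lost and 69 gained the threshold and 1 reversed; 30 of the gains were with DESeq2 and 26 of the losses with the replicate block. The alternatives for the GCC-box share were not run, since the genome was not used here. The depth limits results for genes at or under 3 counts, whose fold changes are lower bounds.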

Differences from the paper's values

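In this part, a gap is called closed when a count came within the fold limit given above for changed counts of DEGs. A closed gap does not mean that the paper's count was reached. At the adjusted p that the paper's methods state, all counts of DEGs were lower than the paper's, and none of the alternatives set before the data were examined closed the gap. There were 188 up-regulated genes in *ereb92*_6h vs KN5585_6h against the paper's 3411, and 33 were down-regulated against about 1300 in the paper's Fig 2A, read by eye. The paper's text gives the 3411 for *ereb92*_6h vs KN5585_0h. It was taken here as that of *ereb92*_6h vs KN5585_6h. There the authors' deposited p-values, unadjusted and without a fold change limit, also give 3411 up-regulated genes. Over 0 h in *ereb92*, 1385 were up-regulated against the paper's 3767 and 25 down-regulated against about 1200 in Fig 2A. Over 0 h in KN5585, 1 and 0 stood against the paper's about 560 and about 820, and in *ereb92*_0h vs KN5585_0h, 38 and 22 against about 1400 and about 1600 in Fig 2A, all read by eye.

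At the unadjusted p with a fold change of at least 2, 2593 genes were up-regulated in *ereb92*_6h vs *ereb92*_0h. This count was below the paper's 3767 but within the same limit. For *ereb92*_6h vs KN5585_6h, 1918 genes were up-regulated against the paper's 3411. Library size alone (2449), no filter (3303), 1 fit on all samples (2882), DESeq2 (3235), and leaving out KN5585_6h replicate 1 (2414) or 3 (3168) closed this gap within the limit. All of these counts stayed below 3411, and the other alternatives did not close the gap. For down-regulated genes, 689 stood against about 1300 in Fig 2A, read by eye. DESeq2 (929) and leaving out KN5585_6h replicate 3 (923) closed the gap within the limit, both below the paper's count. In *ereb92*_6h vs *ereb92*_0h, 208 down-regulated genes stood against about 1200 in Fig 2A, and no alternative set before the data were examined closed the gap.

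For KN5585_6h vs KN5585_0h at the unadjusted p, 230 up-regulated genes stood against about 560 in Fig 2A, and no filter (385), 1 fit on all samples (448), DESeq2 (448) and leaving out KN5585_6h replicate 1 (476) closed the gap. There, 273 down-regulated genes stood against about 820, and no filter (643), 1 fit (629), DESeq2 (683) and leaving out KN5585_6h replicate 3 (846) closed the gap. In *ereb92*_0h vs KN5585_0h, 607 up-regulated genes stood against about 1400, and no filter (1221), DESeq2 (1032) and leaving out KN5585_0h replicate 1 (1018) closed the gap. There, 738 down-regulated genes stood against about 1600, and no filter (1324) and DESeq2 (1197) closed the gap. Of the counts said here to close a gap at the unadjusted p, only the 846 was not below the paper's.

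With a setting chosen after seeing the values, an unadjusted p and no fold change limit, DESeq2 gave 3416 and 1260, 3767 and 1164, 563 and 820, and 1410 and 1598 up-regulated and down-regulated genes in *ereb92*_6h vs KN5585_6h, *ereb92*_6h vs *ereb92*_0h, KN5585_6h vs KN5585_0h and *ereb92*_0h vs KN5585_0h. In the settings with edgeR chosen after seeing the values, the same rule gave 1285, 1036, 386, 1065 and 1164 genes where edgeR closed the gap: down-regulated in the first and second comparison, up-regulated in KN5585_6h vs KN5585_0h, and up-regulated and down-regulated in *ereb92*_0h vs KN5585_0h. The p-values deposited by the authors, counted by the same rule after several other rules had been tried, gave 3411 and 1261, 3767 and 1164, 563 and 820, and 1410 and 1598. The paper's methods state a corrected P and a fold change limit. Under that rule the authors' deposited values gave 1401 and 252, 2125 and 95, 47 and 35, and 303 and 295 genes in the same order. The paper's counts were thus not reached from the deposited values under the stated rule.

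In S3 Table, 63 log2 fold changes of 33 genes were compared with the paper's and 0 differed, the largest difference being 0.11.

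The paper describes a set of *PP2C* genes as increased in *ereb92*, without naming them in the sentence; of the 15 in S3 Table, 5 were higher and 10 lower in each of the comparisons *ereb92*_6h vs KN5585_6h and *ereb92*_6h vs *ereb92*_0h, and 6 were higher in the latter with library size alone and 3 with upper-quartile normalization. The paper describes GA biosynthesis genes as up-regulated over *ereb92*_0h or KN5585_6h; *ZmGA20ox6* changed by -1.21 in *ereb92*_6h vs *ereb92*_0h and by 0.95 in *ereb92*_6h vs KN5585_6h, and neither passed the adjusted threshold. The paper calls *ZmAMYa2* and *ZmAMYb5* DEGs; in *ereb92*_6h vs *ereb92*_0h they changed by 1.51 and 1.62 without passing the adjusted threshold, DESeq2's Wald test called both, and the replicate block and the setting with no filter called *ZmAMYa2*.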

Other observations

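All tests in this part were chosen after the result was seen.

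Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, only the real one (1 of 4) gave as many up-regulated or down-regulated DEGs at the adjusted p, and as many up-regulated genes at the unadjusted p, in *ereb92*_6h vs KN5585_6h and in *ereb92*_6h vs *ereb92*_0h. The same held (1 of 4) for the hormone and cold lists and the 4 description families in both comparisons, but this follows from the 0 DEGs of the other splits and is no separate evidence. A split and its mirror count as 1, so the larger direction of each other split was used. For down-regulated genes at the unadjusted p it was 1 of 4 and 2 of 4 splits, the latter because another split of *ereb92*_6h vs *ereb92*_0h had 314 genes in its larger direction, against 208; in the down-regulated direction alone the others had 53 to 95. In KN5585_6h vs KN5585_0h, 2 splits gave as many up-regulated and 4 as many down-regulated DEGs, and 3 gave as many genes in either direction at the unadjusted p. The other splits of *ereb92*_6h vs KN5585_6h gave 0 DEGs at the adjusted p and 131 to 511 up-regulated genes at the unadjusted p, and those of *ereb92*_6h vs *ereb92*_0h gave 0 and 47 to 314. Splits that leave a same-numbered pair in 1 group were not used, and 4 splits cannot give a share under 0.05.

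The genes up-regulated in *ereb92*_6h vs *ereb92*_0h were also higher in KN5585_6h than in KN5585_0h as a group. The 1123 that were tested in both had a median log2 fold change of 0.483 in KN5585, with 77.9% above 0, against 2.50 in *ereb92* and -0.0234 for all genes in KN5585. Of 10000 lists matched for abundance, the medians ran from -0.103 to 0.0445. Across 21329 genes, which are not independent replicates, the changes in the genotypes had a Pearson r of 0.307 and a Spearman rho of 0.243. Over 3 other scalings, the median above that of all genes was 0.476 to 0.509, and with each KN5585 library left out the median itself ran from 0.0985 to 0.679. The 0.0985 is without KN5585_6h replicate 3, and the other 5 fits gave 0.416 to 0.679, so much of the shift rests on that library. In the fit without it, the medians of matched lists ran from -0.147 to 0.0247, so a smaller shift remained. The same response in both genotypes is a candidate explanation. The 1123 genes were selected by their change in *ereb92*, which raises the *ereb92* median, so the medians of 2.50 and 0.483 do not show that the response is smaller in KN5585; a difference in its size was tested gene by gene by the interaction term only, which 8 genes passed.

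Up-regulated genes outnumbered down-regulated genes at the unadjusted p in *ereb92*_6h vs *ereb92*_0h (92.6%) under each test: the lowest share was 87.5% over 3 other scalings, 92.6% without the 20 genes with most counts, 86.9% over 10 groups of genes by length and 82.5% with 1 library left out. In *ereb92*_6h vs KN5585_6h the lowest shares were 71.6%, 77.2%, 41.2% and 72.1%. The 41.2% is that of the longest of the 10 groups, where the excess was absent, and the other 9 had 64.6% to 81.8%. The share in this comparison thus changed with gene length, and gene length bias cannot be told apart as a part of its source. In *ereb92*_6h vs *ereb92*_0h the excess may be a response of *ereb92* seeds to imbibition, a hypothesis found and tested on the same data.

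The library KN5585_6h replicate 1 had counts on fewer genes than the others. At the depth of the smallest library it had 83.7% of the genes of the lowest other library, so depth does not account for it, and its 20 most abundant genes took 20.6% of the counts, within the range of the other libraries (11.3% to 26.1%). Its deviation from the other KN5585_6h libraries had a Spearman rho of 0.247 with gene length, and that of replicate 3 was -0.252, so gene length bias cannot be told apart as a source. Mitochondrial genes took 1.67% of its counts and 0.0325% to 0.619% in the other libraries. No biological explanation was tested.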
